# Linking genotype and phenotype in an economically viable propionic acid biosynthesis process

**DOI:** 10.1186/s13068-018-1222-9

**Published:** 2018-08-13

**Authors:** Carlos H. Luna-Flores, Chris C. Stowers, Brad M. Cox, Lars K. Nielsen, Esteban Marcellin

**Keywords:** Propionic acid, Propionibacterium, Genome shuffling, Genomics, Metabolomics, Transcriptomics

## Abstract

**Background:**

Propionic acid (PA) is used as a food preservative and increasingly, as a precursor for the synthesis of monomers. PA is produced mainly through hydrocarboxylation of ethylene, also known as the ‘oxo-process’; however, *Propionibacterium* species are promising biological PA producers natively producing PA as their main fermentation product. However, for fermentation to be competitive, a PA yield of at least 0.6 g/g is required.

**Results:**

A new strain able to reach the required yield was obtained using genome shuffling. To gain insight into the changes leading to the improved phenotype, the genome of the new strain was sequenced, and metabolomics and transcriptomics data were obtained. In combination, the data revealed three key mutations: (i) a mutation in the promoter region of a sugar transporter which enables an increase in the uptake rate of sucrose; (ii) a mutation in a polar amino acid transporter which improves consumption of amino acids and acid tolerance; and (iii) a mutation in a gene annotated as a cytochrome C biogenesis gene, which is likely responsible for the coupling of the Wood–Werkman cycle to ATP production were responsible for the phenotype. The bioprocess was further enhanced with a feeding strategy that achieved 70 g/L of product. The proposed bioprocess is expected to outperform the economics of the current ‘oxo-process’ by 2020.

**Conclusions:**

In this study, using genome shuffling, we obtained a strain capable of producing PA exceeding the commercial needs. The multiomics comparison between the novel strain and the wild type revealed overexpression of amino acid pathways, changes in sucrose transporters and an increased activity in the methylglyoxal and the glucuronate interconversion pathways. The analysis also suggests that a mutation in the cytochrome C biogenesis gene, coupled with ATP production through the Wood–Werkman cycle, may be responsible for the increased PA production.

**Electronic supplementary material:**

The online version of this article (10.1186/s13068-018-1222-9) contains supplementary material, which is available to authorized users.

## Background

Traditionally derived from fossil fuels, propionic acid (PA) is used in the food industry as a preservative. Due to its three-carbon backbone, PA has found increased use for the synthesis of monomers and polymers. As a result, the market for PA has steeply grown 5.1% per annum to over 350,000 tonnes/year over the past decade. This increased demand results in the need for new PA infrastructure and more sustainable production routes [1]. Bacterial fermentation addresses many environmental concerns and offers a sustainable alternative for its production. *Propionibacteria* naturally produce PA as their main fermentation product using the Wood–Werkman cycle [2, 3]. Recent economic and ecological assessment called for a yield of 0.6 g/g for an economically viable scalable process [1, 4].

PA yield determines economic viability as the feedstock and the downstream purification process contributes largely to the production cost of PA biosynthesis [1]. Given limitations in the availability of tools for rational strain design, random mutagenesis and/or adaptive evolution have been the best strategies to improve the yield of PA in *propionibacterium*. We have previously used genome shuffling (GS) to obtain a recombinant strain capable of producing PA at a yield of 0.55 g/g which was close to the target yield of 0.6 g/g [5–7]. Developed in the early 2000s, GS is a rapid phenotypic improvement technique based on protoplast fusion [8, 9]. GS relies on multiple combinatorial recombination events in well-conserved regions of the genomes [5] of the parental strains leading to the desired phenotype. The technique has recently been reviewed in detail by [10]. Success heavily depends on finding appropriate screening methods to select for the superior phenotype.

In *Propionibacterium*, PA biosynthesis is closely linked to energetics. The Wood–Werkman cycle is involved in generating ATP, and balancing redox [11]. As a key biosynthetic pathway of energy metabolism, we were able to correlate PA production with faster growth rate. At the same time, faster growth rate is generally influence by the more efficient energetics. Cells regulate their metabolism through intracellular concentration of energy-linked metabolites. For example, imbalanced AMP, ADP, ATP, cAMP and c-di-AMP trigger mutations in the central carbon metabolism [12]. Such example shows that in response to a metabolic imbalance, cells respond by upregulating alternative pathways. One example of such a pathway is the methylglyoxal pathway which is used to regulate the concentration of imbalanced metabolites [13]. For example, in *E. coli*, induction of the methylglyoxal pathway has been observed as a response for glucose-6-phosphate deregulation [14–16]. Methylglyoxal is produced from dihydroxyacetone phosphate and can be induced by high concentrations of the latter. Reports suggest that the methylglyoxal pathway relieves cells from stress by elevating levels of sugar phosphates [17].

The last decade has also seen rapid advances in high-throughput analytics for strain characterization [18], opening new avenues for understand genotypic changes leading to improved phenotypes. Here, we used a systematic approach to understand the genomic changes leading to a commercially viable process for PA production. The new strain obtained by genome shuffling was obtained from a combination of various strains of *Propionibacteria* [5]. Genomics, metabolomics and transcriptomics were then used to understand the mutations leading to the improved phenotype. A systematic molecular characterization of the phenotype revealed three key mutations. The analysis was complemented with the design of a non-structured growth-model [19, 20]. The model was used to design a feeding strategy resulting in 70 g/L of PA, enabling further reduction of downstream purification costs. The process was economically assessed using a revised economic model to predict if the current biological process will be feasible at a 170 kta (thousand tons per year) scale.

## Methods

### Strains

To access genomic diversity, genome shuffling (GS) was performed using *P. acidipropionici* F3E8 (previously obtained using GS and the wild-type strains *P. acidipropionici* ATCC 55737 and *P. acidipropionici* ATCC 4875 [5]), *P. acidipropionici* ATCC 4875, *P. acidipropionici* ATCC 4965, *P. intermedium* ATCC 14072 and *P. jensenii* ATCC 9617. Wild-type strains were selected from a collection of 17 strains previously characterized on sucrose [7]. All strains were kept at − 80 °C using glycerol (20%) as cryoprotectant.

### Media

Except when otherwise specified, the PAM medium used contained yeast extract (10 g/L), trypticase soy (5 g/L), K_2_HPO_4_ (0.05 g/L), MnSO_4_ (0.05 g/L), and sucrose (40 g/L). Agar (15 g/L) was added to PAM plates. 80 g/L instead of 40 g/L was used in instrumented fermenters for batch cultures. The feeding solution of fed-batch cultures consisted in PAM media fivefold concentrated and a sugar concentration of 350 g/L. Sucrose was always autoclaved separately. The chemically defined medium (CDM) contained: sucrose (20,000 mg/L), FeSO_4_·7H_2_O (10 mg/L), Fe(NO_3_)_2_·9H_2_O (1 mg/L), K_2_HPO_4_ (100 mg/L), KH_2_PO_4_ (500 mg/L), MgSO_4_·7H_2_O (500 mg/L), MnSO_4_ (10 mg/L), CaCl_2_·6H_2_O (10 mg/L), NaH_2_PO_4_·H_2_0 (1597.5 mg/L), CoCl_2_·6H_2_O (10 mg/L), Na_2_HPO_4_ (3675 mg/L), biotin (0.2 mg/L), riboflavin (2 mg/L), thiamine hydrochloride (1 mg/L), vitamin B12 (0.2 mg/L), and pantothenic acid (2 mg/L) and 12 amino acids. The 12 amino acids used were arginine (200 mg/L), asparagine (2000 mg/L), cysteine (200 mg/L), glutamine (200 mg/L), histidine (200 mg/L), leucine (200 mg/L), methionine (200 mg/L), phenylalanine (200 mg/L), proline (200 mg/L), serine (200 mg/L), tryptophan (200 mg/L) and tyrosine (200 mg/L).

### pH gradient plates

The PA/pH gradient plates were prepared using PAM agar supplemented with 5 g/L of PA salt adjusted to pH = 3 or pH = 6.5 using square plates (100 × 100 mm). The plates were prepared by lifting the plates 0.5 cm and by pouring the neutral pH agar first. Once the first layer was solidified, the plate was placed horizontally, and the PAM agar at low pH was added. Plates were incubated overnight at room temperature to allow for the formation of the pH gradient. The pH gradient was confirmed with pH strips indicators.

### Protoplast formation, fusion, and regeneration

GS was performed as described in our previous study [5]. Protoplast formation buffer (PFB) was made from (g/L): sodium succinate (40.5), sucrose (42.75), and MgCl_2_ (1.9). PFB was dissolved in one litre of Tris–HCl 0.05 mol/L at pH 7.1. Regeneration buffer (RB) was made from (g/L): yeast extract (10), trypticase soy (5), KH_2_PO_4_ (1.5), K_2_HPO_4_ (2.5), and BSA (5). The media were adjusted to pH 7. For the protoplast preparation, cells were grown for 24 h in PAM media supplemented with 40 g/L of glucose and 1% of glycine. Cells were then conditioned in PAM media containing 1% of glycine and 120 g/L of glucose for an extra 24 h. After at least ten generations, cells were washed twice using PBS and fixed to an A600 of 0.2 in a lysozyme solution containing 15 mg/mL (600,000 U/mL) in PFB. Cell walls were digested in a 125 mL flask for two h at 120 rpm and 40 °C. Protoplasts were detected in a light microscope using the 100× oil immersion objective and counted using a haemocytometer. When appropriate, protoplasts were regenerated in RB (pH 7 for 48 h at 32 °C). For the protoplast fusion, to motivate recombination, protoplasts were treated with UV light (36 W at 253.7 nm to a distance of 30 cm) for 0.5 min or were treated with heat at 60 °C for 2 h. Cells were mixed, centrifuged and re-suspended in 500 µL of PFB. Then, 500 µL of PEG 6000 (80%) with 20 mmol/L CaCl_2_ was added. Fusion conditions were pH 7.1, time 30 min, and temperature 32 °C. After fusion, 5 mL of PFB was added and centrifuged at 3500 rpm for 5 min. Protoplasts were washed twice with 5 mL of PFB and re-suspended in 1 mL of RB.

### GS and strain selection

Strain diversity was created by shuffling the wild-type strains *P. acidipropionici* ATCC 4875, *P. acidipropionici* ATCC 4965, *P. intermedium* ATCC 14072, and *P. jensenii* ATCC 9617. Separately, the strain *P. acidipropionici* 4875 was shuffled with the other three wild-type *Propionibacterium* strains. Cells were selected from the acidic side of pH/PA gradient plates. In total, three rounds of genome shuffling were performed with each set of strains. Next, another three rounds of GS were performed with the two libraries of strains, the parental strains *P. acidipropionici* ATCC 4875, *P. acidipropionici* ATCC 4965, *P. intermedium* ATCC 14072, *P. jensenii* ATCC 9617, and the mutant *P. acidipropionici* F3E8. Finally, the new recombinants were isolated by serial dilutions in PAM media agar plates. Plates were incubated in anaerobic jars containing AnaeroGen sachets. Oxoid strip anaerobic indicators were used to confirm anaerobiosis. Individual recombinants were randomly selected and screened in a 96-well plate containing 100 µL of PAM media at pH 5 and 25 g/L of PA. Growth was monitored using a micro-plate reader (FLUOStar Omega, BMG Labtech, Mornington, Victoria, Australia) adapted to maintain anaerobic conditions through a continuous injection of nitrogen. The selection criteria were based on an acid tolerance improvement which was determined by an acidic ratio comparison between the new strains and the wild type—ratios were calculated by dividing the specific growth rate under acidic conditions over specific growth rate under non-acidic conditions. The best performing strains (Additional file 1: Table S1) were scaled up to 250 mL serum bottles with a working volume of 100 mL. Serum bottles were incubated using an orbital shaker incubator (Multitron, Infors-HT, Bottmingen, Switzerland) at an agitation rate of 100 rpm (2.5 cm orbit) and a working temperature at 32 °C for 96 h.

### Bioreactor fermentations

Fermentations were performed using 2-L Applikon fermenters with a working volume of 1 L for batch cultures. Fermenters were equipped with probes and controllers for pH, dissolved oxygen, temperature, and agitation. The agitation rate was controlled with two Rushton impellers at 300 rpm. The pH was controlled at 6.5 using 10 M NaOH. The temperature of the culture was maintained at 32 °C using an electric jacket. Before inoculation, the fermenters were sparged with N_2_ for at least 15 min. A constant head space N_2_ flow was kept for the entire fermentation at a flow rate of 0.3 L/min. Cultures were activated under sterile conditions in a 1.5 mL Eppendorf tubes containing 1 mL of PAM media inoculated with 0.8% (v/v) of a glycerol stock. Inoculums were grown for 24 h at 32 °C. Cultures were transferred into a 15 mL Falcon tube containing 14 mL of PAM media and allowed to grow for 24 h. 5% (v/v) of this culture was used to inoculate 250 mL serum bottles containing 100 mL of PAM media and allowed to grow for an additional 24 h. Cells from the serum bottles growing in mid-exponential phase were used to inoculate fermenters at an initial A600 of 0.3. Fed-batch cultures were performed using the same culture conditions at a working volume of 0.7 L.

### Model development for fed-batch design

The construction of the batch and fed-batch models was adapted from [19]. The model was first developed as a batch culture and extrapolated to a fed-batch system. The parameters of the batch model were obtained from the fermentation in PAM medium using 80 g/L of initial sucrose concentration. The following assumptions were made:

1. Sucrose is the only limiting carbon source.
2. There is no nitrogen limitation.
3. PA and acetic acid (AA) are the only inhibitory metabolites.
4. The pH is known and controlled throughout the fermentation at pH = 6.5.

#### Batch model

The differential mass balance Eqs. (1)–(8) describe the dynamic of propionic acid production in batch fermentation as follows:

1 $$\frac{{{\text{d}}X}}{\text{dt}} = uX\quad \left( {\text{biomass}} \right)$$

2 $$\frac{{{\text{d}}S}}{\text{dt}} = - \;{\text{qs}}X\quad \left( {\text{sucrose}} \right)$$

3 $$\frac{{\text{dPA}}}{{\text{dt}}} = \left[ {K1u + \beta_{\text{pa}} } \right]X\quad \left( {\text{propionic acid}} \right)$$

4 $$\frac{{\text{dPYR}}}{{\text{dt}}} = \left[ {K2u + \beta_{\text{pyr}} - K3 \frac{\text{PYR}}{{{\text{PYR}} + K_{\text{pyr}} }}} \right]X\quad \left( {\text{pyruvic acid}} \right)$$

5 $$\frac{{\text{dAA}}}{{\text{dt}}} = \left[ {K4 u + \beta_{\text{aa}} + K5\frac{\text{PYR}}{{{\text{PYR}} + K_{\text{pyr}} }}} \right]X\quad \left( {\text{acetic acid}} \right)$$

6 $$\frac{{\text{dSA}}}{{\text{dt}}} = \left[ {K6 u + \beta_{\text{sa}} + K7\frac{\text{PYR}}{{{\text{PYR}} + K_{\text{pyr}} }}} \right]X\quad \left( {\text{succinic acid}} \right)$$

7 $${\text{qs}} = {{\text{rs}}}_{{\text{max}}} \left( {\frac{S}{{K_{{\text{s}}} + S}}} \right)\left( {\frac{{\text{kipa}}}{{{{\text{kipa}}} + {{\text{PA}}}}}} \right)\left( {\frac{{\text{kiaa}}}{{{{\text{kiaa}}} + {{\text{AA}}}}}} \right)\;\left( {{\text{specific substrate consumption}}} \right)$$

8 $$u = \left( {{\text{qs }}Y_{\text{xs}} } \right) - \left( {{\text{ms}} Y_{\text{xs}} } \right)\quad \left( {\text{specific growth rate}} \right)$$

Equation (1) represents the growth rate and Eq. (8) its specific rate (*µ*). The latter equation was adapted from the Leudking and Piret expression. Equation (2) represents the consumption rate of sucrose and Eq. (7) represents its specific rate which considers inhibition by PA and AA. PA, pyruvate (PYR), AA, and succinic acid (SA) production rates are represented by Eqs. (3), (4), (5), and (6), respectively; they consider growth associated (*K*) and non-growth associated production parameters (*β*). The Eqs. (5) and (6) also describe the consumption of pyruvate generated by Eq. (4) to produce AA, and SA, respectively.

#### Fed-batch model

The batch model was extrapolated to a fed-batch culture to design the feeding profile. High PA production and sugar accumulation below 40 g/L were the criteria to design parameters for the fed-batch feeding strategy. The fed-batch model was represented with Eqs. (9)–(16). To obtain these equations, a differential equation to represent volume (*V*) and calculate the factor dilution (*D*) were added to the Eqs. (1)–(6).

9 $$\frac{{{\text{d}}x}}{\text{dt}} = uX - DX\quad \left( {\text{biomass}} \right)$$

10 $$\frac{{{\text{d}}S}}{\text{dt}} = - \;{\text{qs}}X + D\left( {S{\text{o}} - S} \right)\quad \left( {\text{sucrose}} \right)$$

11 $$\frac{{\text{dPA}}}{{\text{dt}}} = \left[ {K1 u + \beta_{\text{pa}} } \right]X - D{\text{PA}}\quad \left( {\text{propionic acid}} \right)$$

12 $$\frac{{\text{dPYR}}}{{\text{dt}}} = \left[ {K2 u + \beta_{\text{pyr}} - K3 \frac{\text{PYR}}{{{\text{PYR}} + K_{\text{pyr}} }}} \right]X - D{\text{PYR}}\quad \left( {\text{pyruvic acid}} \right)$$

13 $$\frac{{\text{dAA}}}{{\text{dt}}} = \left[ {K4 u + \beta_{\text{aa}} + K5\frac{\text{PYR}}{{{\text{PYR}} + K{\text{pyr}}}}} \right]X - D{\text{AA}} \quad \left( {\text{acetic acid}} \right)$$

14 $$\frac{{\text{dSA}}}{{\text{dt}}} = \left[ {K6 u + \beta_{\text{sa}} + K7\frac{\text{PYR}}{{{\text{PYR}} + K_{\text{pyr}} }}} \right]X - D{\text{SA}}\quad \left( {\text{succinic acid}} \right)$$

15 $$\frac{{{\text{d}}V}}{\text{dt}} = F \quad \left( {\text{flow rate}} \right)$$

16 $$D = {F \mathord{\left/ {\vphantom {F V}} \right. \kern-0pt} V}\quad \left( {\text{factor dilution}} \right)$$

#### Reliability of the model

The coefficient of determination (*R*^2^) was used to determine the reliability of the model. The *R*^2^ was calculated as follows:

$$R^{2} = \frac{1}{m}\mathop \sum \limits_{j = 1}^{m} \left( {1 - \frac{{\text{SSE}}}{{\text{SST}}}} \right)$$

$${\text{SSE}} = \mathop \sum \limits_{i = 1}^{n} \Delta_{i}^{2}$$

$${\text{SST}} = \mathop \sum \limits_{i = 1}^{n} (y_{i} - \bar{y})^{2}$$

$$\bar{y} = \frac{1}{n}\mathop \sum \limits_{i = 1}^{n} y_{i}$$

#### Parameters estimation

Excluding the *K*_s_ value, the package SBPDgui of the System Biology Toolbox 2 (SBTOOLBOX2) was used to determine the parameters of the model [21]. The *K*_s_ value of Eq. 7 was determined experimentally using data from serum bottle fermentations in PAM medium at different concentrations of sucrose.

### Calculation of fermentation parameters

Specific growth rate (*µ*) was calculated at the mid-exponential phase. Specific growth rate calculations in 96-well plates were performed using the program GrowthRates [22]. For consistency, volumetric productivity (*P*_v_) was calculated for the same time interval (ranging from 15 to 30 h). Yield (*Y*_ps_) was calculated using the total PA produced over the consumed substrate. PA:AA and PA:SA ratios were calculated using total organic acid production. The PA:AA and PA:SA ratios are indication of efficiency, in which the higher the ratios the lower is the production of the by-products AA and SA, respectively. The specific consumption rate of sucrose (*qs*) and the specific production rate of PA (*qp*) were computed at mid-exponential phase multiplying specific growth rate by the linear correlations of sugar or PA with biomass.

### Intracellular pH measurement (pHi)

Intracellular pH (pHi) was measured using the method adapted from [23]. Fluorescence of 2′,7′-bis-(2-carboxyethyl)-5(and 6)-carboxyfluorescein acetoxymethyl ester (BCECF AM) was used to measure pHi. BCECF AM is a pH-sensitive fluorescein derivative probe with a dual-excitation ratio. Briefly, cells (2 mL with a A600 of 2) were centrifuged (12,000 rpm, 1 min) and washed with 50 mM HEPES-K buffer (pH 8). The pellet was re-suspended in 2 mL of the same buffer and incubated with 1 μL of 1 μM BCECF AM for 20 min at 32 °C. After, cells were washed with 50 mM potassium phosphate buffer (pH 7). The pellet was re-suspended in the same buffer and 50% of the suspension was filtered. Fluorescence intensities were performed in a fluorescence spectrophotometer with an excitation spectrum of 490 nm (pH sensitive) and 440 nm (pH-insensitive). The emission was at 535 nm. The ratio of the emission intensity at 490 and 440 of both the suspension (*S*) and filtrate (*F*) was determined as follows: *R* = (*S*_490_ − *S*_440_)/(*F*_490_ − *F*_440_). This ratio and a calibration curve were used to calculate the pHi.

The calibration curve was determined for each strain as follows. Valinomycin and nigericin (Sigma) were added to each strain (A600 of 2) to a final concentration of 50 µM to maintain equilibration of pHi with extracellular pH (pHex). The cultures were then incubated at 32 °C for 20 min. Cells (2 mL with an A600 of 2) were centrifuged, washed and re-suspended in 2 mL of buffer at pH 4, 5, 6, 7, or 8 (50 mM citrate buffer, pH 4 and 5; 50 mM phosphate buffer, pH 6, 7 and 8). After, 1 µL of 1 µM BCECF AM was added and incubated for 20 min at 32 °C. After the incubation, cells were washed and re-suspended using the respective buffer. Finally, 50% of the suspension was filtered, and the fluorescence determination and ratio calculation were performed as mentioned above.

### Analytics

The absorbance of the culture was measured at 600 nm using a Biochrom Libra S12 UV/Vis spectrophotometer. Organic acids, carbohydrates, and alcohol were quantified by ion-exclusion chromatography as described elsewhere [24].

### DNA sequencing, de novo assembly, annotation, and comparison

Genomic DNA was extracted using PureLink Genomic DNA Mini kit (Invitrogen Cat. No. K1820-01) and quantified using Nanodrop 1000 (Thermo Scientific) and Qubit dsDNA BR assay kit (Life Technologies Cat. No. Q32850). The quality of the DNA was determined by running a 1% agarose gel with DNA gel stain SYBR safe (Life Technologies Cat. No. S33102). The gel was visualized with a ChemiDoc MP system (Bio-Rad). The PacBio sequencing platform was used to obtain the complete genome of the new recombinant strain. The PacBio library preparation was performed using the protocol for 20 Kb selected with the BluePippin system. The sequencing chemistry was the release P6-C4 by PacBio and loaded by magnetic beads. The genome assembly was performed with the SMRT portal. This portal was also used to align the reads and call the variants of the sequenced genome. Finally, the RAST and SEED viewer servers were used to annotate and visualize the assembled genome, respectively [25, 26]. Genome-to-genome distance calculator was used to determine similarity between two whole genome sequences [27]. Mauve was used to align multiple genome sequences and trace back genomic mutations [28]. Blast was used to extract specific genomic regions [29]. The genome was submitted to NCBI and assigned the accession number GenBank CP031057.

### Intracellular metabolites extraction

Cells sampled at mid-exponential phase were used for intracellular metabolomics analyses as described in [30–33]. Metabolites extraction was performed with 50% acetonitrile (ACN). Briefly, 1–20 ODs (1 OD = 1 mL of a culture with an OD of 1) were harvested and centrifuged at 20,172*g* for 2 min at room temperature. The supernatant was then discarded, and the pellet was resuspended in 50% ACN. This solution was vortexed for 10 s every 2 min for three times and centrifuged for 3 min at 4 °C at 20,172*g*. After, the supernatant was placed into a tube and frozen at − 80 °C before being freeze dried. Finally, the powder was resuspended in 0.5 mL of MilliQ water. Intracellular metabolites of the central carbon metabolism were analysed by LC–MS and intracellular amino acids by HPLC (method described above). Metabolite concentrations were standardized using dry cell weight values. The factor to convert A600 to dry cell weight (g/L) was 0.29 for *P. acidipropionici* ATCC 55737 and 0.25 for *P. acidipropionici* WGS7.

### Statistical analyses of intracellular metabolomics

Metabolomics data were normalized and analysed for statistical significance using the R Package “metabolomics” [34].

### RNA extraction, sequencing, and analyses

Cells sampled at mid-exponential phase were used for RNA extraction as described in [35]. Briefly, 50 ODs (1 OD = 1 mL of a culture with an OD of 1) were harvested and centrifuged at 4000*g* for 10 min at room temperature. The supernatant was removed, and 5 mL of RNA later reagent was added to the pellet. After 8–24 h of incubation at 4 °C, the RNA later was removed by centrifugation and the pellet stored at − 80 °C for further use. RNeasy^®^ Mini Kit (Qiagen) was used to extract the RNA and the RNA Clean and Concentrator-25 Kit (Zymo) to clean it. Next, the RNA was enriched depleting the ribosomal RNA with the Ribo-Zero Magnetic Kit (Illumina). The samples were cleaned and concentrated with the RNA Clean and Concentrator-5 Kit (Zymo). The quality of the RNA was evaluated by a Bioanalyzer. Finally, the samples were sequenced using the Illumina platform 100 bp Pair End. Tophat, Cufflinks, and CuffDiff were used to align the RNA-seq reads against the reference genome *P. acidipropionici* ATCC 55737 [36], normalize and annotate the transcripts, and evaluate the differential expression, respectively [37]. The cutoff for significant differentially expressed genes was twofold change and *q* < 0.05. The raw transcriptomic data and complete differential expression list (also found in Additional file 2) were deposited in the Gene Expression Omnibus data repository under the accession number GSE86950.

## Results and discussion

*Propionibacterium* fermentation is inherently inhibited by acid accumulation that ultimately results in growth arrest [38]. Previously, immobilized cells and extractive fermentation systems have been used to improve production with limited success [6, 39–42]. Due to scalability problems using immobilized bed reactors, the best alternative is to develop an improved biocatalyst able to tolerate acidic conditions. Such phenotypes can be obtained using GS. We recently obtained a strain capable of producing PA with a yield of 0.55 g/g of glucose using GS [5]. As part of that study, ten strains obtained through GS were sequenced. The analysis showed a correlation between the improved phenotype and acid tolerance. Therefore, to further enhance acid tolerance, we used GS and a PA/pH gradient strategy for screening for higher producers. Firstly, we fused *P. acidipropionici* ATCC 4875 with *P. acidipropionici* ATCC 4965, *P. intermedium* ATCC 14072, and *P. jensenii* ATCC 9617. The strains obtained were then fused again with our previously obtained mutant strain *P. acidipropionici* F3E8 (Fig. 1) [5].

**Fig. 1:**
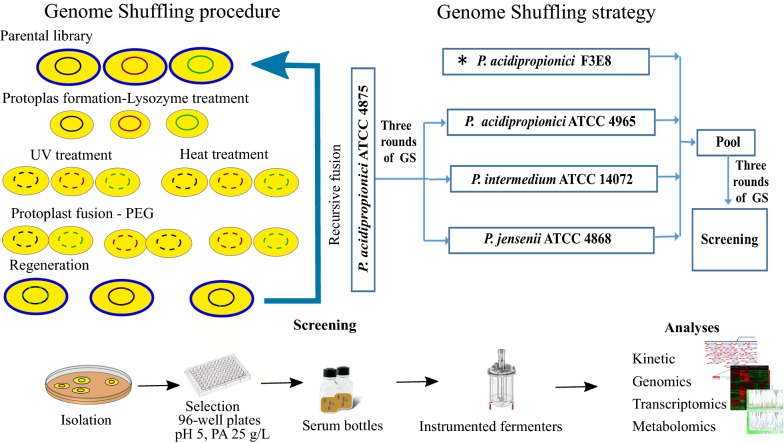
The general procedure to obtain and analyse WGS7. Left: genome shuffling procedure. Right: genome shuffling strategy. Bottom: screening procedure and analyses. PEG: polyethylene glycol. (Asterisk) *P. acidipropionici* strain previously obtained in [5]

Strains were then characterized using 96-well plates containing 25 g/L of PA and a pH of 5. The screening resulted in 13 candidates that were grown in serum bottles (Additional file 1: Table S1). Six out of the thirteen strains had a higher PA yield relative to F3E8. All six strains grew to a higher cell density. The top-three producing strains were moved to instrumented fermenters, and the best strain was selected (hereafter named WGS7). The strain was characterized using a multiomics approach which has been shown to help elucidating links between phenotype and genotype.

As shown in Table 1 and in Fig. 2, WGS7 had an improvement of 37%, 85%, 43%, and 80% in the PA yield, PA:AA ratio, growth rate, and volumetric productivity, respectively. The PA:AA improvement was the main contributor for the reduction in cost of the PA downstream purification in WGS7 [1]. The PA:SA ratio was unchanged (*p* > 0.05). We also observed an improvement in the intracellular pH gradient (ΔpH = internal pH − extracellular pH). The strain WGS7 had a ΔpH = 1.27 compared to the wild type which had a ΔpH = 0.43 (Table 1). Improvements in ΔpH have been reported to improve acid tolerance in other *Propionibacterium* strains [23]. A feeding profile was then used to increase PA production, designed using a non-structured model. The feeding strategy was designed to keep sucrose concentrations below 40 g/L in order to maintain the high PA yields observed in optimal batch conditions (Figs. 2b and 3b, respectively). The fermentation data presented in Fig. 2b were used to determine the parameters for the mathematical model (Additional file 3: Table S5). The comparison between the experimental data and the simulation for fed-batch culture had a *R*^2^ of 0.96 (Fig. 3b), suggesting a high accuracy of the model to predict the production of PA in WGS7. The *R*^2^ for the batch culture at high initial sugar concentration (130 g/L) was 0.90 (Fig. 3a). This value suggests issues in the model to accurately predict PA at high sugar concentrations. In the fed-batch culture, WGS7 had a 58% increase in PA production compared to its optimal PA production in batch culture (Figs. 2b, 3b, and Additional file 3: Table S6). The WGS7 fed-batch culture, producing 70 g/L of PA, enables for the first time, an economically viable bioprocess using *Propionibacterium* spp.

**Table 1:** Parameters for *P. acidipropionici* ATCC 55737 and *P. acidipropionici* WGS7 grown in 2-L fermenters

Strain	^+^Yps (g/g)	PA:SA (g/g)	^+^PA:AA (g/g)	^a+^*P*_v_ (g/L h)	^+^∆pH	^+^Final PA (g/L)
*P. acidipropionici* ATCC 55737	0.45 ± 0.03	6.28 ± 0.94	2.95 ± 0.35	0.530 ± 0.21	0.43 ± 0.04	26.28 ± 1.88
*P. acidipropionici* WGS7	0.62 ± 0.01	6.19 ± 0.23	5.45 ± 0.41	0.955 ± 0.15	1.27 ± 0.10	44.21 ± 0.93

∆pH: pHi − pHext (pHi: internal pH; pHext: external pH)

^a^Calculated during the range of time: 15–30 h

^+^*p* value < 0.05

**Fig. 2:**
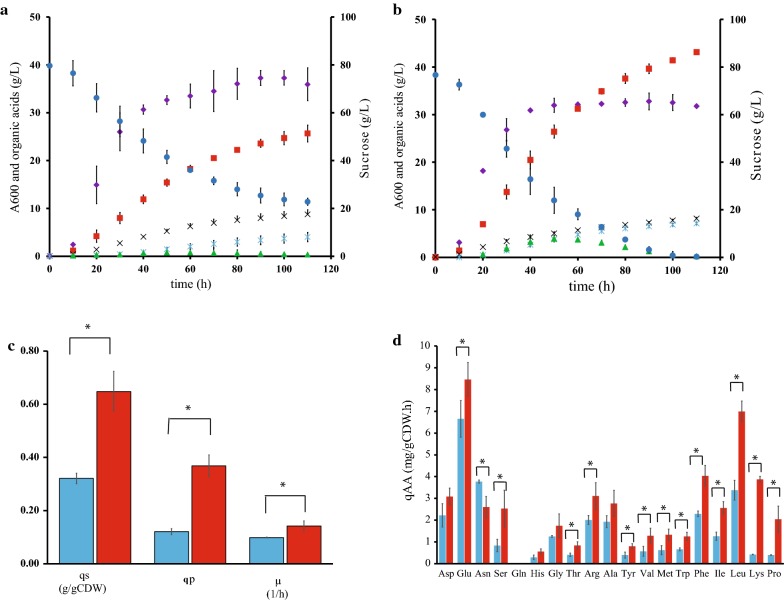
Fermentation profile in 2-L fermenters for the closest parental strain, *P. acidipropionici* ATCC 55737, and the new strain obtained through genome shuffling, *P. acidipropionici* WGS7. **a** Fermentation profile for *P. acidipropionici* ATCC 55737, **b** fermentation profile for *P. acidipropionici* WGS7. Absorbance: purple; propionic acid: red; glucose: blue; succinic acid: light blue; acetic acid: black; pyruvate: green. **c** Specific consumption rate of sucrose (*qs*), specific production rate of PA (*qp*), and the specific growth rate (*µ*). **d** Specific consumption rates of the free amino acids presented in the PAM medium. Light blue bars: *P. acidipropionici* ATCC 55737. Red bars: *P. acidipropionici* WGS.7. The data represent the average of two biological replicates for each strain. The specific rates were calculated in the mid-exponential phase

**Fig. 3:**
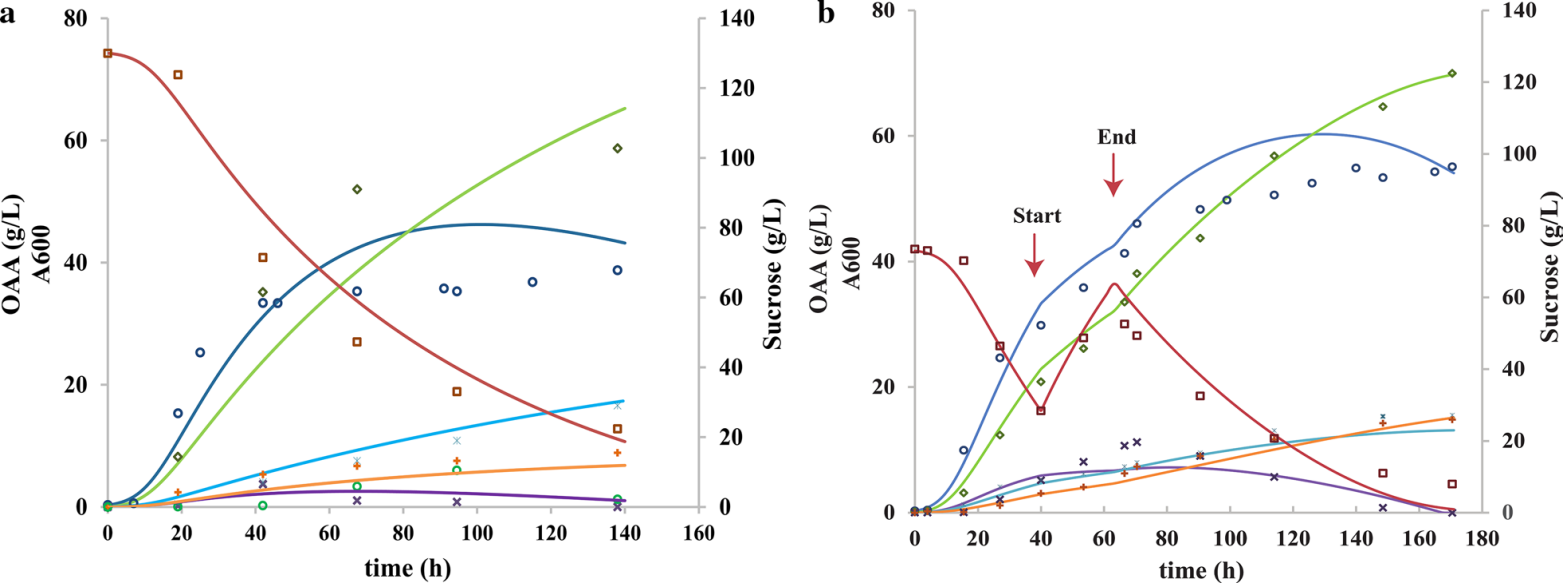
Fermentation profile of 2-L bioreactors with *P. acidipropionici* WGS7. **a** Batch culture with 130 g/L of sucrose. **b** Fed-batch culture with a feeding solution of 5× the PAM media and a constant feeding rate of 0.0066 L/h from time 40 h (start) to 64 h (end). For both figures: continuous line indicates model simulation and markers indicate experimental data. Absorbance: blue; propionic acid: light green; sucrose: red; succinic acid: light blue; acetic acid: orange; pyruvate: purple; lactate: green. Experimental absorbance: blue circle; experimental propionic acid: light green lozenge; experimental sucrose: red square; experimental succinic acid: light blue asterisk; experimental acetic acid: orange plus sign; experimental pyruvate: black multiplication sign. oaa: organic acids; experimental lactic acid: light green circle. No simulation data are shown for lactic acid

### Comparative genomics

To evaluate similarities between the strains used for GS, we used the genome-to-genome distance calculator [27]. As expected, high genomic similarities were found between the *P. acidipropionici* strains with a similitude of 86.86% ± 3.58%, which corresponded to a genomic distance of 0.016 ± 0.004. Comparatively, the similarity between *P. intermedium* ATCC 14072 and *P. jensenii* ATCC 9617 was 90.70%, which corresponds to a genomic distance of 0.010. On the other hand, the similarity between the *P. acidipropionici* strains and the other *Propionibacterium* spp. was only 26.83% ± 1.21%, which corresponded to a genomic distance of 0.163 ± 0.006.

The best strain obtained using GS, WGS7, was sequenced using PacBio RS II and assembled using the SMRT Portal. The 3.16 Mb genome was annotated using RAST [25], which found 3333 CDS and 65 RNAs. Using the SMRT portal, the closest relative found was *P. acidipropionici* ATCC 55737 (hereafter denoted ATCC55737). As such, ATCC55737 was used for comparison hereafter. The genomic comparison found 17 SNPs and seven INDELs (Additional file 4: Figure S2 and Additional file 5: Table S3). The genomic regions with mutation in WGS7 were aligned with the other strains used for GS. The comparison suggests that two mutations in WGS7 came from the wild-type strains used for GS. The mutation G1917729A was also found in *P. acidipropionici* ATCC4875 and *P. acidipropionici* ATCC4965, and the mutation A3335969G was found in all wild-type strains used for GS (Additional file 6: Figures S4, S5). The other mutations, found in WGS7, could not be linked to any of the other strains and, therefore, their origin remains elusive. It is possible that the other mutations are coming from adaptive laboratory evolution in response to the acid challenge, which is a common technique routinely used in industry and academia for strain improvement [38].

### Linking metabolomics

To better understand the links between phenotype and genotype, a systems-level characterization, previously shown to be a useful tool to characterize links between genotype and phenotype [23, 39, 40], was performed. Extracellular metabolites were measured across the fermentation time course (Fig. 2). The growth rate, sucrose, amino acids uptake rates and the PA production rate were calculated from the exponential growth phase. WGS7 had a 96% higher sucrose uptake rate and a 216% higher specific PA production rate (Fig. 2c) compared to ATCC55737. All the sugar was depleted in WGS7 within 100 h, whereas ATCC55737 only consumed 69% of the total sugar provided. A mutation, G1917729A, was found in the promoter region of an ABC sugar transporter (Table 2). Mutation G1917729A in WGS7 seems to come from either *P. acidipropionici* ATCC4875 or *P. acidipropionici* ATCC4965 (Additional file 6: Figure S4). This gene was found overexpressed (log_2_ 2.2, *q* < 0.05) in the transcriptomics data (Fig. 4). 

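The variant lies 72 bp before the start of a multiple sugar ABC transporter substrate-binding protein (XLOC_000691, 1917801–1919096 on the ATCC55737 contig) and 1392 bp before the permease protein MsmF of the same transporter (XLOC_000692, 1919121–1920928), as counted along the contig, since the strand of the loci was not used here. MsmF, a membrane-spanning subunit that carries the sugar across the membrane, was higher in WGS7, with a log2 fold change of 1.60 (standard error 0.67, implied by the deposited fold change and test statistic). In the authors' deposited table its FPKM was 582 in ATCC55737 and 1766 in WGS7 (q = 0.0356 from Cuffdiff). The substrate-binding protein, next to the variant, had a log2 fold change of 0.58 (implied standard error 0.64) and did not pass the test, a deposited q under 0.05 with at least a 2-fold change, at which a locus is named as called. The authors' deposited table gives it 581 FPKM in ATCC55737 and 866 in WGS7 (q = 0.512 from Cuffdiff). On the other side of the variant, 128 bp away, a ROK-family transcriptional regulator (XLOC_002138) had a log2 fold change of -0.61 (implied standard error 0.58) and was not called. A putative carboxylesterase (XLOC_002137) on that side, 1420 bp away, had -1.77 (implied standard error 0.72) and was not called either. MsmF was no longer called when the Benjamini-Hochberg adjustment was recomputed over the tested loci, which leaves out further tests that the deposited q-values count.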

In agreement with the data, the sucrose uptake rate was increased in WGS7 (Fig. 2c). Upregulation of sugar transporters is commonly used to enhance production in metabolic engineering. Many studies have previously overexpressed sugar transporters to enhance production. For example, transporters have been overexpressed in *E. coli* to improve sugar consumption and enhance production of several metabolites [43, 44].

**Table 2:** Mutations selected in this study to understand high PA production in WGS7

Genome coordinate^a^	Type	Reference	Alternate	Gene function	Origin	Remark
1,917,729	SNP	G	A	Multiple sugar ABC transporter, substrate-binding protein	ATCC4965 or ATCC4875	Promoter
1,487,806	SNP	C	T	Cytochrome c-type biogenesis	E	R134Q
2,293,187	SNP	C	T	Amino acid ABC transporter	E	Silent

*SNP* single nucleotide polymorphism, *E* elusive

^a^Genome coordinate in *P. acidipropionici* ATCC 55737. ATCC4965 *P. acidipropionici* ATCC 4875; ATCC4875 *P. acidipropionici* ATCC 4965. Silent: no change in amino acid

**Fig. 4:**
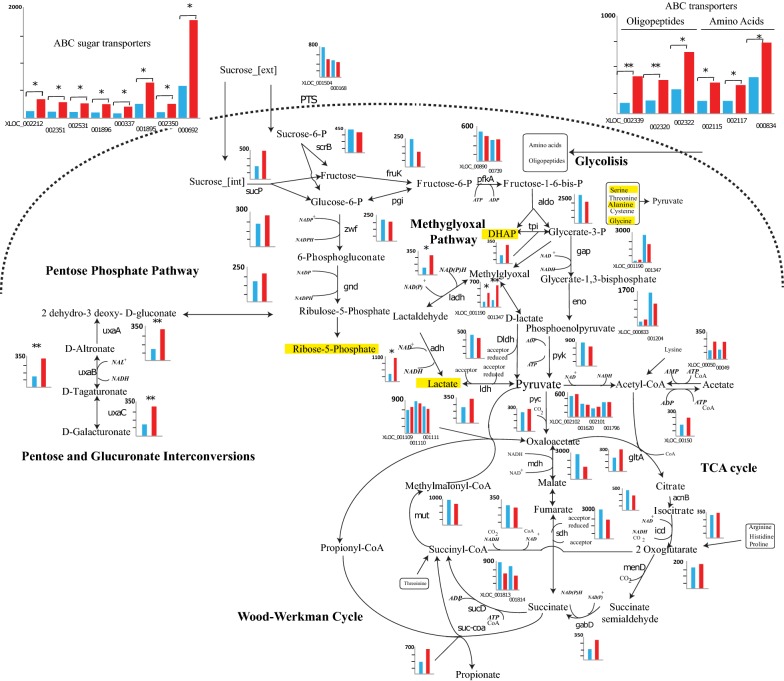
Metabolic pathways representation of the central carbon metabolism of *P. acidipropionici*. Bar charts represent RNA-seq data in FPKM. Light blue bars are for *P. acidipropionici* ATCC 55737 and red bars for *P. acidipropionici* WGS7. Significance from the Cufflink analysis is indicated with asterisk, where *q < 0.05, **q < 0.01. Metabolites in yellow were found with an increased concentration in WGS7 (*p* < 0.05). For clarity, the gene IDs name can be found in Additional file 9: Table S4

Sixty-four intracellular metabolites, extracted in mid-exponential phase, were analysed by LC–MS or HPLC. Six intracellular metabolite concentrations were found to be statistically significant (*p *<* 0.05*) using the R Package “metabolomics” between the strains compared. From these significant intracellular metabolites, the concentration for serine (Ser) and glycine (Gly) was decreased. The concentrations for alanine (Ala), dihydroxyacetone phosphate (DHAP), ribulose-5-phosphate (R5P) and lactate (Lac) were increased (Fig. 4; Additional file 7: Figure S1 and Table S2).

The genomic analysis found the mutation C2293187T in an ABC polar amino acid transporter (Table 2). Polar amino acids include arginine, lysine, aspartate, glutamine, asparagine, glutamate, serine, threonine, tyrosine, cysteine, methionine, and tryptophan. All those amino acids, except for aspartate and asparagine, were consumed faster in WGS7 than in the wild type (Fig. 2d). Several other investigations have suggested that amino acids metabolism can be closely linked to acid tolerance mechanisms [23]. Here, we observed an improvement in intracellular pH in WGS7 compared to the wild type. In agreement with that observation, arginine, glutamate, lysine, and serine were consumed faster in the complex medium in the WGS7 strain (Fig. 2d). To test their involvement in acid tolerance, each amino acid was added to the CDM separately in both strains. The addition of arginine increased 13% the final PA titre in WGS7 compared to only 3% in the wild type (Additional file 8: Figure S3). Arginine is metabolized through the arginine deiminase (ADI) pathway in *P. acidipropionici.* Other investigators have reported that overexpression of the arginine deiminase pathway increased PA production by tenfold in *P. jensenii* [45]. However, RNA-seq data showed that the arginine/ornithine antiporter gene was downregulated in WGS7 and that the pathway is not differentially transcribed (Additional file 2). 

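The arginine/ornithine antiporter ArcD (XLOC_001475, 255251–255778 on the ATCC55737 contig), which exchanges arginine for ornithine across the membrane, was at 3201 FPKM in ATCC55737 and 1252 FPKM in WGS7 in the authors' deposited table (q = 0.0304 from Cuffdiff). The other tested loci listed by name for the arginine deiminase pathway did not pass the test. Ornithine carbamoyltransferase (XLOC_000109) had a log2 fold change of 0.38 (implied standard error 0.56). The authors' deposited table gives it 148 FPKM in ATCC55737, 192 FPKM in WGS7 and a q of 0.660. It lies between glutamate N-acetyltransferase (XLOC_000108) and argininosuccinate lyase (XLOC_000110), so it may serve arginine biosynthesis and not this pathway. Carbamate kinase (XLOC_002441), the ATP-forming step of the pathway, had a log2 fold change of 0.28 (implied standard error 0.58, with q = 0.784 in the authors' deposited table). Of the 3 tested loci of this list, 1 was lower in WGS7 and none was higher, over all loci and also when adjusted over the list alone (adjusted p = 0.347 from Fisher's exact test). A locus named arginine deiminase was not analysed here. ArcD was no longer called when the Benjamini-Hochberg adjustment was recomputed over the tested loci, without the further tests that the deposited q-values count.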

Downregulation suggests that the ADI pathway is unlikely to be involved in acid tolerance in the new strain and that the polar amino acid transporter is likely to be transporting a different amino acid. Lysine consumption rate in WGS7 was eightfold higher than in the wild-type strain. Lysine supplementation increased 41% the PA production in WGS7 compared to 7% in the wild type. Similarly, serine supplementation increased the PA titre 36% in WGS7 compared to 12% in the wild type. Alanine addition did not improve PA production in WGS7. Such results suggest a clear involvement of lysine and serine on PA production in WGS7. It is possible, while highly speculative, that the ABC polar amino acid transporter may be involved in lysine and serine transport. Lysine decarboxylation is a well reported acid tolerance mechanism [41–43], which has clearly improved in WGS7 relative to the control strain. In contrast, the involvement of serine in the improved phenotype remains elusive and further investigation to elucidate its involvement is needed.

### Comparative transcriptomics

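The data were RNA-seq profiles of the closest parental strain, ATCC55737, and of the strain obtained by genome shuffling, WGS7. Each strain had 2 libraries. Cells were taken at mid-exponential phase from fermenters with 80 g/L sucrose at pH 6.5 and 32 °C, ribosomal RNA was depleted, and paired-end reads of 100 bp were sequenced. The authors aligned the reads to the genome of ATCC55737 with TopHat, estimated expression with Cufflinks and tested each locus with Cuffdiff. The authors' deposited table holds 1 FPKM value per strain for each of 2703 loci, which combines both libraries of the strain, with a log2 fold change, a test statistic, a p-value and a q-value. FPKM is the number of fragments on a locus scaled to its length in kilobases and to the mapped fragments of the library. No value per library and no read count was analysed here, so the depth is unknown and no SD between libraries can be given. The fermentations of Fig. 2 had 2 biological replicates for each strain, but nothing states that the libraries of a strain came from separate cultures. The p-values therefore measure only the spread between these libraries, which may be technical. From the FPKM values, the log2 fold change of WGS7 over ATCC55737 was recomputed for each locus, and the implied standard error was taken as the deposited log2 fold change divided by the deposited test statistic. A locus is described as called, or as higher or lower, where the deposited q is under 0.05 and the deposited change is at least 2-fold, the cut-off in the methods. Gene lists were described by the median log2 fold change of their tested loci. This median was ranked among 10000 random lists of the same size matched on mean FPKM, and the two-sided tail share was adjusted over 41 lists by Benjamini-Hochberg.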

RNA-sequencing was used to compare the transcriptional profile of the strains. Our analyses identified 2406 transcribed genes, of which 76 were significantly different (*q *< 0.05). 

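In the authors' deposited table 2405 loci were tested, and 77 of them were called. An oligopeptide-binding protein OppA (XLOC_002339), which captures peptides for import, had a log2 fold change of 1.79 (implied standard error 0.54). L-rhamnose isomerase (XLOC_002495), the isomerase that opens rhamnose breakdown, had 1.56 (implied standard error 0.55). The largest rise among called loci was that of an inner membrane protein (XLOC_001768), with a log2 fold change of 1.80 (implied standard error 0.70) from 59.7 FPKM in ATCC55737 to 209 FPKM in WGS7 in the authors' deposited table. A phage protein (XLOC_002599) had 1.57 (implied standard error 0.58). The implied standard error of the called loci ran from 0.53 to 0.72 with a median of 0.56. When the Benjamini-Hochberg adjustment was recomputed over the 2405 tested loci from the deposited p-values, 6 of the 77 loci were called. The deposited q-values fit 88 further tests, 81 of them at the smallest p, a number inferred from the ranks. These tests have no row among the loci analysed here. The deposited q at that p is 0.00143, so such tests would pass the q threshold. Without these ranks the recomputed q of a called locus is larger than the deposited one, and the lower count follows from this. The 6 were the OppA locus, L-rhamnose isomerase and the phage protein named here, a glutathione S-transferase (XLOC_002338), the ribosomal protein L7/L12 (XLOC_001878) and a hypothetical protein (XLOC_000705).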

Thirteen genes were downregulated and 63 were upregulated. 

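In the authors' deposited table 64 called loci were higher in WGS7, with log2 fold changes from 1.13 to 1.80, and 13 were lower, with log2 fold changes from -1.15 to -2.65. The hypothetical protein XLOC_000705 fell most, from 12148 FPKM in ATCC55737 to 1936 FPKM in WGS7 in the authors' deposited table. Guanylate kinase (XLOC_000209), which makes GDP from GMP, had a log2 fold change of -2.20 (implied standard error 0.69). The neighbouring ribosomal proteins L7/L12 (XLOC_001878) and L10 (XLOC_001879), which form the stalk of the large ribosomal subunit, had -1.82 (implied standard error 0.55) and -1.41 (implied standard error 0.56). A nucleoside-binding protein (XLOC_001803) had -1.49 (implied standard error 0.68) and a Crp/Fnr-family regulator (XLOC_000891) had -1.34 (implied standard error 0.60). Hypothetical proteins made up 12 of the rises and 6 of the falls. The balance of rises and falls covers only loci with a row. The 81 further tests at the smallest p, inferred from the ranks, have none, and their direction is unknown. The rises were mostly loci of low expression, with a median of 116 FPKM in ATCC55737 and 289.2 FPKM in WGS7, and the falls were mostly loci of high expression, with a median of 1455 FPKM and 423 FPKM. Over all tested loci the median log2 fold change went from 0.54 in the eighth of lowest mean FPKM to -0.46 in the eighth of highest mean FPKM. After this trend was subtracted, a choice made after seeing the data, 21 of the 77 loci had a change of at least 2-fold, 11 of them higher and 10 lower.

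**Figure D1:**
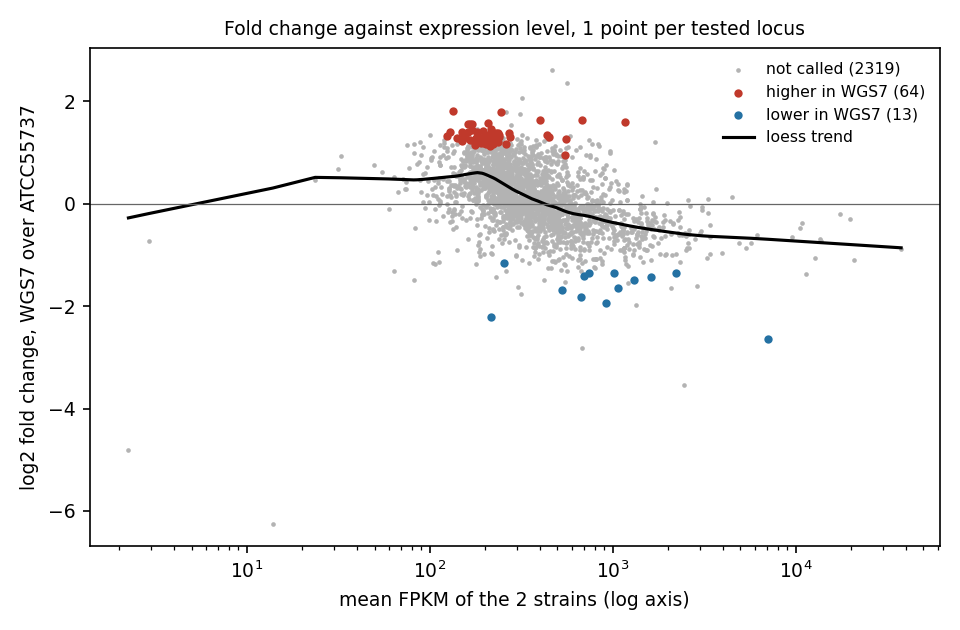
Log2 fold change of WGS7 over ATCC55737 (vertical axis) against the mean FPKM of the strains (horizontal axis, log scale), 1 point per tested locus. Red points are the 64 loci called higher, blue points the 13 called lower, grey points the other tested loci, and the line is the loess trend, which runs from positive values at low FPKM to negative values at high FPKM.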

Based on the RNA-sequencing data, a metabolic pathway illustrating the changes in the metabolism is presented in Fig. 4. 

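The loci that the study lists for central carbon metabolism (Additional file 9: Table S4) did not pass the test in any group. Of 10 glycolysis loci none was called over all loci, and 1, triosephosphate isomerase (XLOC_002246), was higher when adjusted over the list alone, with a log2 fold change of 1.17 (implied standard error 0.53). The median of the 10 was -0.19 (adjusted tail share 0.459). Of 14 loci of the Wood-Werkman cycle, which forms propionate from pyruvate by way of methylmalonyl-CoA, none was called, with a median of -0.12 (adjusted tail share 0.758). Malate dehydrogenase (XLOC_000443) had the lowest log2 fold change among them, -1.01 (implied standard error 0.76). None of 8 loci between pyruvate and acetate was called (median 0.23, adjusted tail share 0.784), and none of 8 loci of the TCA cycle (median 0.44, adjusted tail share 0.780). Both pentose phosphate pathway loci were close in value, glucose-6-phosphate dehydrogenase (XLOC_000387) with 0.45 (implied standard error 0.53) and 6-phosphogluconate dehydrogenase (XLOC_002746) with 0.46 (implied standard error 0.58), and neither was called. Of 5 loci of sucrose entry and the phosphotransferase system none was called (median -0.19, adjusted tail share 0.373). Adjusted over the list alone, none of these last 5 groups had a called locus. Minus the trend with locus length, the medians of the 6 groups ran from -0.47 for sucrose entry to 0.26 for the pentose phosphate pathway, with -0.0426 between pyruvate and acetate, and none passed. The study chose these loci on the same libraries, and they were grouped here, so the lists are not independent evidence of a direction.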

The figure includes transcripts measurements for the central carbon metabolism genes, for sugar transport, amino acid transport, the methylglyoxal pathway, the pentose phosphate pathway and the glucuronate interconversion pathway which are the main pathways showing changes in transcription.

Interestingly, WGS7 showed changes in transcription for eight ABC sugar transporters, three ABC amino acid transporters and three ABC oligopeptides transporters (Fig. 4 and Additional file 2 and Additional file 5: Table S3). 

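All 8 ABC sugar transporter loci that the study lists were higher in WGS7, with a median log2 fold change of 1.29. They are mostly sugar-binding proteins, which capture the sugar outside the membrane. A sugar-binding protein (XLOC_002212) had a log2 fold change of 1.39 (implied standard error 0.57), from 132 FPKM in ATCC55737 to 344 FPKM in WGS7 in the authors' deposited table (q = 0.0221 from Cuffdiff). All 3 oligopeptide transporter loci were higher, OppA (XLOC_002320) with 1.35 (implied standard error 0.55) and OppC (XLOC_002322) with 1.35 (implied standard error 0.58) beside the OppA locus XLOC_002339. Of the 3 amino acid transporter loci 2 were higher. An ATP-binding protein (XLOC_002115) had 1.29 (implied standard error 0.57), and XLOC_000834 had 0.96 recomputed from the FPKM values. XLOC_000834 is a permease protein by its deposited product name and an ATP-binding protein by Table S4. For this locus the authors' deposited table gives a log2 fold change of 1.15. It is the only tested locus whose deposited and recomputed values differed by more than 0.0001. The remaining locus, an amino acid-binding protein (XLOC_002117), had 1.16 (implied standard error 0.55) with q = 0.0508 in the authors' deposited table, and was not called. Adjusted over the list alone, all 8, 3 and 3 loci were higher, but the study chose these lists on the same libraries, so this is not independent evidence of their direction. Of 37 tested loci annotated as sugar ABC transporters, a list made from product names, 9 were higher and none was lower (16 higher when adjusted over the list alone; adjusted p = 2.73e-05 from a two-sided Fisher's exact test). Their median log2 fold change was 0.83 against 0.15 in matched random lists (tail share 0.0002, the smallest that the random lists can give). The p-value and the tail share both treat neighbouring loci of the list as separate and may be too small. Part of the authors' results had been seen when the lists from product names were planned, so these are not fully independent evidence either. Of 16 oligopeptide and dipeptide transporter loci 3 were higher and none was lower (7 higher when adjusted over the list alone), with a median of 0.70 (adjusted tail share 0.00683; adjusted p = 0.0596 from Fisher's exact test), which was 0.44 (adjusted tail share 0.0363) minus the trend with locus length. Of 15 amino acid ABC transporter loci 2 were higher and none was lower (5 higher and 1 lower when adjusted over the list alone), with a median of 0.55 (adjusted tail share 0.0100; adjusted p = 0.333 from Fisher's exact test). When the Benjamini-Hochberg adjustment was recomputed over the tested loci, none of the 8 sugar and 3 amino acid loci and 1 of the 3 oligopeptide loci was called. The recomputation leaves out further tests at the smallest p that the deposited q-values count, which raises q. After the trend with expression level was subtracted, 2 sugar and 2 oligopeptide loci still changed at least 2-fold, and XLOC_000834 had 1.11.

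**Figure D2:**
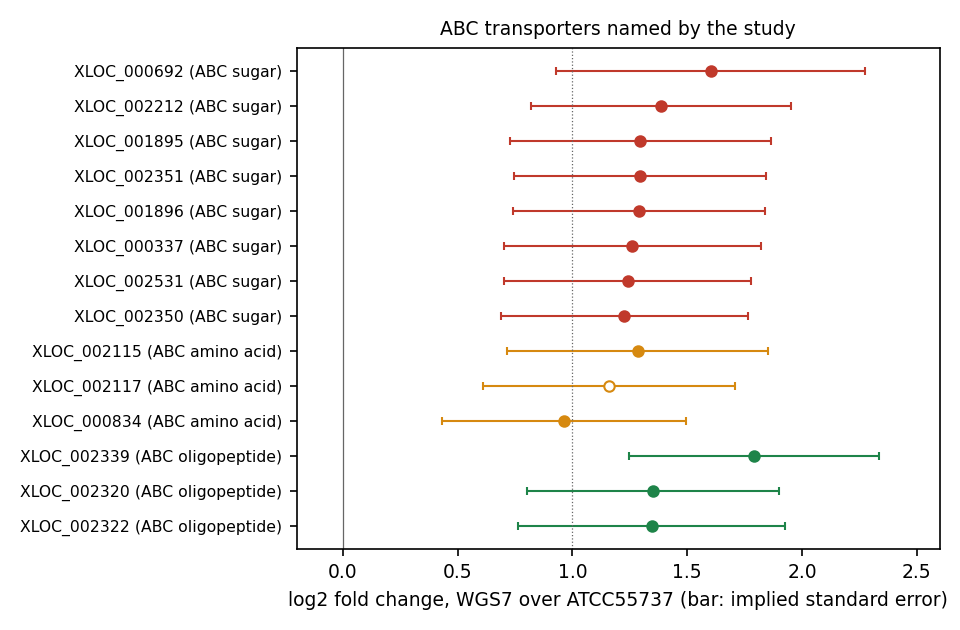
Log2 fold change of WGS7 over ATCC55737 (horizontal axis) of the ABC transporter loci that the study lists, 1 point per locus, with the implied standard error as the bar. Filled points are called loci, the open point is XLOC_002117, which was not called, and the dotted line marks a 2-fold rise. XLOC_002339 has the highest value, 1.79.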

The nitric oxide reductase gene (XLOC_000683) was also found to be differentially transcribed (log_2_ 1.30, *q* < 0.05). 

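Nitric oxide reductase (XLOC_000683, 1881854–1884235 on the ATCC55737 contig), a quinol-dependent enzyme that reduces nitric oxide to nitrous oxide, was higher in WGS7 with a log2 fold change of 1.30 (implied standard error 0.56). The authors' deposited table gives 133 FPKM in ATCC55737 and 329 FPKM in WGS7 (q = 0.0356 from Cuffdiff). Among 4 tested loci of nitrate, nitrite and nitric oxide metabolism, this was the one called over all loci, and none was lower. Adjusted over the list alone, 2 were higher. Hydroxylamine reductase (XLOC_000900) had 1.12 (implied standard error 0.59), and the small (XLOC_002184) and large (XLOC_002185) subunits of nitrite reductase had 0.46 (implied standard error 0.63) and 0.33 (implied standard error 0.71). The median of the 4 was 0.79 (adjusted tail share 0.273; adjusted p = 0.363 from Fisher's exact test on the calls). Nitric oxide reductase was no longer called with the Benjamini-Hochberg adjustment recomputed over the tested loci, without the further tests that the deposited q-values count. Its log2 fold change was 0.83 after the trend with expression level was subtracted.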

Genes belonging to the methylglyoxal pathway *ladh*, *adh*, XLOC_002338, and XLOC_002219 were also significantly transcribed in WGS7 (Fig. 4 and Additional file 9: Table S4). 

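Each of the 4 loci was higher in WGS7. The methylglyoxal reductase *ladh* (XLOC_001758) had a log2 fold change of 1.42 (implied standard error 0.59), from 107 FPKM in ATCC55737 to 286 FPKM in WGS7 in the authors' deposited table (q = 0.0213 from Cuffdiff). The aldehyde dehydrogenase *adh* (XLOC_000909), which oxidizes aldehydes to acids, had 1.64 (implied standard error 0.68), from 331 FPKM to 1031 FPKM in the authors' deposited table (q = 0.0275 from Cuffdiff). The glutathione S-transferase XLOC_002338 had 1.64 (implied standard error 0.58) and lies next to the OppA locus XLOC_002339, which was also higher. XLOC_002219, of the glyoxalase family, whose enzymes convert methylglyoxal to lactate, had 1.38 (implied standard error 0.61; q = 0.0401 in the authors' deposited table). When the Benjamini-Hochberg adjustment was recomputed over the tested loci, XLOC_002338 alone of the 4 was called. That adjustment leaves out further tests at the smallest p that the deposited q-values count, which raises q. After the trend with expression level was subtracted, 3 of the 4 still changed at least 2-fold, and *ladh* did not, with 0.83.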

Three genes involved in the pentose and glucuronate interconversion were also significantly upregulated including altronate dehydratase (*uxaA*), altronate oxidoreductase (*uxaB*), and unronate isomerase (*uxaC*). 

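The 3 genes lie side by side from 2557734 to 2562127 on the ATCC55737 contig and rose to a similar extent. Altronate dehydratase *uxaA* (XLOC_000921) had a log2 fold change of 1.46 (implied standard error 0.55), from 115 FPKM in ATCC55737 to 317 FPKM in WGS7 in the authors' deposited table (q = 0.00804 from Cuffdiff). Altronate oxidoreductase *uxaB* (XLOC_000920) had 1.41 (implied standard error 0.54) and uronate isomerase *uxaC* (XLOC_000922) had 1.33 (implied standard error 0.54). The same 3 were higher when adjusted over the list alone, which the study drew up on the same libraries. Of 14 tested loci of hexuronate and pentose interconversion, listed by product name, these 3 were higher, over all loci and when adjusted over the list alone, and none was lower (adjusted p = 0.0456 from a two-sided Fisher's exact test). That test counts the 3 neighbouring genes as separate calls, so its p-value may be too small. A second uronate isomerase (XLOC_000912) had 0.94 (implied standard error 0.60) and was not called. The median of the 14 was 0.66 (adjusted tail share 0.255). None of the 3 genes was called when the Benjamini-Hochberg adjustment was recomputed over the tested loci. This recomputation leaves out further tests at the smallest p that the deposited q-values count, which raises q. None of the 3 genes still changed at least 2-fold after the trend with expression level was subtracted.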

The arginine/ornithine antiporter gene was downregulated in WGS7 (log_2_ 1.35, *q* < 0.05). 

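The log2 fold change of the antiporter gene *arcD* (XLOC_001475) was -1.35 (implied standard error 0.58). It was the called fall with the highest mean FPKM after the hypothetical protein XLOC_000705, at 2226 FPKM over both strains. After the trend with expression level was subtracted, its log2 fold change was -0.78.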

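Flavin reductase (XLOC_001914, 1360190–1360684 on the ATCC55737 contig), which reduces flavins with NAD(P)H, was higher in WGS7 with a log2 fold change of 1.31 (implied standard error 0.61). In the authors' deposited table its FPKM was 131 in ATCC55737 and 327 in WGS7 (q = 0.0475 from Cuffdiff). It was no longer called when the Benjamini-Hochberg adjustment was recomputed over the tested loci, without the further tests that the deposited q-values count. Its log2 fold change was 0.83 after the trend with expression level was subtracted.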

The flavin reductase gene (XLOC_001914) and the nitric oxide reductase gene (XLOC_000683) were also found significantly upregulated (log_2_ 1.31, *q* < 0.05 and log_2_ 1.30, *q* < 0.05, respectively). Our analysis found global changes at the transcriptional level, which clearly contributed to the improved phenotype. However, the link between the genomic changes and the transcriptomics changes remains unclear. Nonetheless, as illustrated in Fig. 4, the transcriptional changes can be linked to the improved phenotype by contributing to better nutrient transport and by creating detoxifying pathways for improved metabolism.

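The called loci were spread along the contig and often lay next to each other. For 12 called loci the next tested locus was called in the same direction, against a mean of 1.75 and at most 8 in random placements of the calls (one-sided permutation test, p = 0.0001, the smallest that 9999 placements can give). They formed 10 runs with 22 loci, 9 of the runs higher in WGS7. A run of 3 loci from 1297518 to 1302395 holds a sugar-binding protein (XLOC_001895), its ATP-binding protein (XLOC_001896) and a predicted arabinose-binding protein (XLOC_001897), with log2 fold changes from 1.23 to 1.30. Myo-inositol 2-dehydrogenase (XLOC_002247) and inosose dehydratase (XLOC_002248), successive enzymes of inositol breakdown, form another, with 1.28 (implied standard error 0.54) and 1.40 (implied standard error 0.54). The iron uptake genes EfeB (XLOC_002154) and EfeO (XLOC_002155) had 1.20 (implied standard error 0.54) and 1.16 (implied standard error 0.53). Over all tested loci the median log2 fold change was 0.13, with 1379 loci above 0 and 1017 below, and the median implied standard error was 0.58.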

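Of the 24 variants in Table S3, 4 had a called locus within 2000 bp. Random placements gave a mean of 2.20 (one-sided permutation test, p = 0.178). Variants overlapped 13 loci, and 1 of these was called, the amino acid transporter locus XLOC_000834, which holds position 2293187. Its deposited product name is a permease protein, whereas Tables S3 and S4 name an ATP-binding protein. The locus spans 2930 bp, so its FPKM may cover several genes. Its change recomputed from the FPKM values is under 2-fold. Its p-value is the only one of the tested loci that is off the steps of 5e-05 in the authors' deposited table. Without XLOC_000834, 3 variants had a called locus within 2000 bp. Position 2505914 lies between 2 sugar-binding proteins that were both higher, XLOC_002350 at a distance of 127 bp with a log2 fold change of 1.23 (implied standard error 0.54) and XLOC_002351 at 174 bp with 1.29 (implied standard error 0.55). Position 3184231 lies 1309 bp from a phage terminase (XLOC_002601), which packages phage DNA and was higher with 1.21 (implied standard error 0.54), and position 1917729 near the permease MsmF (XLOC_000692). The cytochrome c biogenesis locus XLOC_001967 (1484849–1489539), which holds position 1487806, had a log2 fold change of -0.05 (implied standard error 0.70, with q = 0.972 in the authors' deposited table). Its deposited product name is CcsA/ResC, whereas Table S3 names the gene with the variant CcdA. The locus spans 4691 bp, so this value may cover several genes and not the mutated one alone. UDP-glucose 4-epimerase (XLOC_000863), which holds position 2360492, had 0.62 (implied standard error 0.52) and was not called.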

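Of 15 phosphotransferase system loci, which take up sugar and phosphorylate it, none was called over all loci or when adjusted over the list alone, and the median log2 fold change was -0.21 (adjusted tail share 0.273), or 0.0165 for loci of at least 300 bp. Of 22 loci of oxidative stress and thiol defence 2 were higher and none was lower, over all loci and when adjusted over the list alone, with a median of -0.27 (adjusted tail share 0.284; adjusted p = 0.397 from Fisher's exact test on the calls). These were the glutathione S-transferase XLOC_002338 and a catalase/peroxidase (XLOC_002049), which breaks down hydrogen peroxide, with 1.15 (implied standard error 0.54). None of 19 loci of chaperones and heat shock was called over all loci or when adjusted over the list alone (median 0.09, adjusted tail share 0.560, and a median of -0.0780 minus the trend with locus length). With reference to Fig. 4, the paper proposes that the transcriptional changes are linked to the improved phenotype through better nutrient transport and through detoxifying pathways. The main changes it names are in sugar and amino acid transport and in the methylglyoxal, pentose phosphate and glucuronate pathways. The phosphotransferase, oxidative stress and chaperone lists cover little of this and do not test the proposal.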

### Energy metabolism

As mentioned earlier, WGS7 displayed a clear growth improvement relative to the control strain. Improvement in growth rate is normally linked to better energetics [44, 45]. The mutation C1487806T was found in the Cytochrome C biogenesis gene (Table 2). Cytochrome C has been reported to be abundant under anaerobic culture conditions in *E. coli* [46] and has been associated with anaerobic electron transport through nitrate reductase activity [3, 47] in the early 80 s. We found significant upregulation of the nitric oxide reductase gene (XLOC_000683); however, its involvement is unclear. We speculate that this mutation may play a role in intracellular pH control or stress response as there is a link between nitrate degradation and ammonia; the source of NO is, however, elusive given the anaerobic conditions. A report suggests that the lactate–pyruvate reaction requires an electron acceptor [3]. Other authors have suggested that cytochrome C can act as a natural electron transporter in the lactate–pyruvate reaction [48, 49]. To test this hypothesis, we performed serum bottle fermentations on CDM with 50 mM of exogenous lactate. The exogenous addition of lactate increased PA production by 125% in the WGS7 strain while only 66% in the wild type.

An electron transport system in *P. acidipropionici* is also responsible for the reduction of fumarate in the Wood-Werkman Cycle [3]. Flavin, as flavin adenine dinucleotide (FAD), has been suggested to play a role in the fumarate reductase enzyme [50]. Transcriptomics analyses showed upregulation of the flavin reductase gene (XLOC_001914). This overexpression suggests that the fumarate–succinate is contributing to the increase in PA production because it is associated with ATP generation [50]. To evaluate our hypothesis, we supplemented CDM cultures with 10 mM of fumarate. The addition of fumarate increased PA production by twofold. The fact that PA production in the wild-type was not improved by the exogenous addition of fumarate strengthens our hypothesis of a probable improvement in the electron transport chain in the fumarate–succinate reaction (Additional file 8: Figure S3).

Our transcriptomics study suggests upregulation of genes involved in the methylglyoxal pathway. 

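Of 6 loci of Table S4 that were grouped here as the methylglyoxal pathway, 4 were higher in WGS7, none was lower and 2 did not pass the test, over all loci and when adjusted over the list alone. The study chose these loci on the same libraries, so the list is not independent evidence of a direction. The 2 that did not pass are the lactate dehydrogenases, which interconvert pyruvate and lactate. L-lactate dehydrogenase (XLOC_000819) had a log2 fold change of 0.61 (implied standard error 0.53; q = 0.362 in the authors' deposited table). A predicted D-lactate dehydrogenase (XLOC_002758) had -0.21 (implied standard error 0.62; q = 0.856 in the authors' deposited table). The median log2 fold change of the 6 was 1.40, against 0.15 in random lists matched on mean FPKM (adjusted tail share 0.00205). 2-Dehydropantoate 2-reductase (XLOC_002280), which stands among these loci in Table S4 and was not put in the list, was higher with 1.38 (implied standard error 0.55).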

The methylglyoxal pathway converts glyceraldehyde-3-phosphate into methylglyoxal [51], which generates d-lactate or l-lactate. The methylglyoxal reductase and aldehyde dehydrogenase convert methylglyoxal into lactaldehyde and produce l-lactate. If methylglyoxal enters the glyoxylate pathway, methylglyoxal is converted into d-lactate via lactoylglutathione. Lactate can be converted into pyruvate. The methylglyoxal pathway is activated under high carbon concentrations [13]. The increased sucrose uptake rate in WGS7 is likely to have triggered the methylglyoxal pathway (Figs. 2c and 4), a transient low-energy bypass of the lower Embden–Meyerhof–Parnas pathway during abundant carbon source concentrations [13]. Others have suggested that the abundance of intracellular fructose 1,6-diphosphate, glycerate-3-phosphate, or dihydroxyacetone phosphate can activate the methylglyoxal pathway [13]. In agreement with that, WGS7 showed an increased concentration of the dihydroxyacetone phosphate metabolite (Fig. 4; Additional file 7: Figure S1). Using the methylglyoxal pathway, cells have a mechanism to control the rate of energy generation relative to the overall catabolic rate.

### Economic evaluation of WGS7

Prior work has shown that fermentation yield has a substantial impact on the overall economics of biological production of PA [1]. Similarly, Liu et al. [2] have suggested that PA concentration and productivity is critical to achieve a commercially viable bioprocess. The process economics model described in [1] was updated to reflect a yield improvement from 0.55 to 0.62 g/g as obtained by WGS7. Data for the Techno-economic analysis were obtained from the data available at Dow AgroSciences and the model used is described in [1]. The model predicts cost of PA production based on the current prices. As shown in Fig. 5, the yield improvement was more than a 15% cash cost reduction in 2017 and significantly improved the cost-competitiveness being 39% below the current market value of PA, suggesting commercially viable margin. The net cash costs for PA from the WGS7 process were modelled to be ~ $0.38/lb. Most importantly, the yield improvement with WGS7 reduces the time at which the fermentation process becomes economically competitive with the “oxo” process from the year 2025 to the year 2020.

**Fig. 5:**
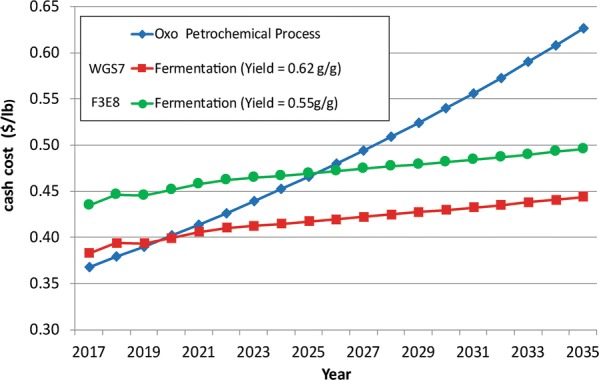
Cash cost forecast for competing PA routes using WGS7 and F3E8 strains

## Conclusions

*Propionibacteria* are attractive biocatalysts for the biological production of C3 chemicals. Using GS, we obtained a strain capable of competitively producing PA at 170 kta scale. The fermentation yield obtained resulted in a 15% reduction in cash cost for bio-derived PA which significantly improves the cost-competitiveness with the oxo-processes. Multiomics comparison revealed genomic mutations possibly responsible for the improved phenotype. Notably, as indicated by RNA-sequencing and metabolomics, an increase in the sucrose uptake rate and an increased in amino acid uptake rate were linked to the new phenotype.

## Additional files

**Additional file 1: Table S1.** Parameters of the fermentations in serum bottles for some strains used in this study.

**Additional file 2.** Complete list of differentially expressed genes in transcriptomics.

**Additional file 3.** Supplementary information for kinetic modelling. **Table S5.** Kinetic model parameters. **Table S6.** Parameter of the 2-L fermentation with *P. acidipropionici* WGS7 in a Batch or Fed-Batch culture.

**Additional file 4: Figure S2.** Variants detected in the new genome *P. acidipropionici* WGS7 taking as a reference genome *P. acidipropionici* ATCC 55737.

**Additional file 5: Table S3.** Variants and copy number variation found in the new strain *P. acidipropionici* WGS7 using as reference strain *P. acidipropionici* ATCC 55737.

**Additional file 6.** Multiple genome alignments of mutations in WGS7 coming from a parental strain. **Figure S4.** Multiple genome alignment of the genomic regions 50 bp before and 50 bp after the mutation G1917729A was found in WGS7. ATCC55737 *P. acidipropionici* ATCC 55737; WGS7 *P. acidipropionici* WGS7; ATCC4875 *P. acidipropionici* ATCC 4875; ATCC4965 *P. acidipropionici* ATCC 4965. Position 51 indicates the mutation G1917729A in WGS7 and similarity with the other wild-type strains. This genomic region was not found in *P. jensenii* ATCC 9617 and *P. intermedium* ATCC 14072. **Figure S5.** Multiple genome alignment of the genomic region 50 bp before and 50 bp after the mutation A3335969G was found in WGS7. ATCC55737 *P. acidipropionici* ATCC 55737; WGS7 *P. acidipropionici* WGS7; ATCC4875 *P. acidipropionici* ATCC 4875; ATCC4965 *P. acidipropionici* ATCC 4965. *P. jensenii* ATCC 9617; *P. intermedium* ATCC 14072. Position 51 indicates the mutation A3335969G in WGS7 and similarity with the other wild-type strains.

**Additional file 7: Figure S1.** Correlation of intracellular metabolites between the new strain *P. acidipropionici* WGS7 and the wild-type strain *P. acidipropionici* ATCC 55737. **Table S2.** *P*-values obtained from metabolomics comparisons.

**Additional file 8: Figure S3.** Effects of exogenous addition of 50 mM of lactate (LAC), 10 mM of fumarate (FUM), 10 mM of arginine (Arg), 10 mM of lysine (Lys), 10 Mm of serine (Ser), or 10 mM of proline (Pro) in *P. acidipropionici* ATCC 55737 (light blue bars) and *P. acidipropionici* WGS7 (red bars). Fermentations were performed by duplicate serum bottle fermentations containing CDM media.

**Additional file 9: Table S4.** Legend of the main pathways associated to the PA synthesis.

## Abbreviations

PA: propionic acid
AA: acetic acid
SA: succinic acid
GS: genome shuffling
CDM: chemical defined medium
*P. acidipropionici*: *Propionibacterium acidipropionici*
PA:AA: ratio propionic acid to acetic acid
PA:SA: ratio propionic acid to succinic acid
NGS: next-generation sequencing
PAM: *Propionibacterium acidipropionici* culture media
*µ*: specific growth rate
*P*_v_: volumetric productivity
*Y*_ps_: propionic acid over glucose yield
CDS: coding sequences
*q*_s_: specific consumption rate of sucrose
*q*_p_: specific production rate of PA
*q*_AA_: specific amino acid consumption

# Supplementary material for: Linking genotype and phenotype in an economically viable propionic acid biosynthesis process
**Source:** Biotechnol Biofuels. 2018 Aug 13;11:224. doi: 10.1186/s13068-018-1222-9
**Supplement:** Supplementary file 1 — Additional file 1: Table S1. Parameters of the fermentations in serum bottles for some strains used in this study.

**Table S1.** Parameters of the fermentations in serum bottles for some strains used in this study

| **Strain** | **Final OD_600nm_** | **Final pH** | **PA (g/L)** | **PA/AA (g/g)** | **Yps**  **(g/g)** |
| --- | --- | --- | --- | --- | --- |
| ***P. acidipropionici* WGS.1^1^** | 19.13±0.44 | 3.82±0.01 | 8.39±0.26 | 5.58±0.25 | 0.59±0.01 |
| ***P. acidipropionici* WGS.2^1^** | 18.07±0.92 | 3.77±0.01 | 9.64±0.12 | 6.85±0.02 | 0.63±0.02 |
| ***P. acidipropionici* WGS.3^1^** | 19.65±0.21 | 3.81±0.01 | 8.67±0.05 | 6.25±0.21 | 0.58±0.02 |
| ***P. acidipropionici* WGS.4^1^** | 19.78±0.99 | 3.82±0.00 | 8.29±0.17 | 4.88±0.14 | 0.64±0.02 |
| ***P. acidipropionici* WGS.5^1^** | 19.67±0.18 | 3.82±0.02 | 9.37±0.88 | 6.30±0.91 | 0.70±0.10 |
| ***P. acidipropionici* WGS.6^1^** | 19.03±0.52 | 3.82±0.01 | 8.80±1.08 | 5.35±1.04 | 0.65±0.03 |
| ***P. acidipropionici* WGS.7^1^** | 19.06±0.20 | 3.81±0.00 | 8.67±0.27 | 5.66±0.56 | 0.75±0.05 |
| ***P. acidipropionici* WGS.8^1^** | 20.27±0.78 | 3.83±0.01 | 8.82±0.02 | 5.96±0.56 | 0.60±0.09 |
| ***P. acidipropionici* WGS.9^1^** | 19.47±0.27 | 3.83±0.01 | 8.57±0.11 | 6.01±0.06 | 0.55±0.00 |
| ***P. acidipropionici* WGS.10^1^** | 20.46±0.37 | 3.85±0.01 | 8.20±0.05 | 5.27±0.07 | 0.53±0.02 |
| ***P. acidipropionici* WGS.11^1^** | 19.69±0.58 | 3.83±0.01 | 8.81±0.98 | 5.89±0.46 | 0.57±0.08 |
| ***P. acidipropionici* WGS.12^1^** | 19.29±1.23 | 3.83±0.00 | 8.64±0.49 | 6.30±1.21 | 0.57±0.05 |
| ***P. acidipropionici* WGS.13^1^** | 18.14±0.40 | 3.87±0.01 | 8.13±0.26 | 6.43±0.96 | 0.53±0.02 |
| ***P. acidipropionici* F3E8^2^** | 16.04±0.20 | 3.92±0.01 | 6.95±0.18 | 5.26±0.29 | 0.53±0.02 |

1. New strains from GS. 2. Reference strain. PA: Propionic acid. PA/AA: Propionic acid/Acetic acid ratio. Yps: PA conversion per sugar consumed. The data represent the average of two biological replicates. The fermentation time was 96 h. The data represent the average of two biological replicates.

# Supplementary material for: Linking genotype and phenotype in an economically viable propionic acid biosynthesis process
**Source:** Biotechnol Biofuels. 2018 Aug 13;11:224. doi: 10.1186/s13068-018-1222-9
**Supplement:** Supplementary file 3 — Additional file 3. Supplementary information for kinetic modelling. Table S5. Kinetic model parameters. Table S6. Parameter of the 2-L fermentation with P. acidipropionici WGS7 in a Batch or Fed-Batch culture.

**Table S5.** Kinetic model parameters

| **Parameter** | **Unit** | **Value** |
| --- | --- | --- |
| *rsmax* | g/g.L | 0.0.350 |
| *Ks** | g/L | 4.220 |
| *Kpyr* | g/L | 0.170 |
| *kipa* | g/L | 7.700 |
| *kiaa* | g/L | 4.500 |
| *Yxs* | g/g | 0.820 |
| *ms* | g/g.L | 0.008 |
| *βpa* | g/g.L | 0.0010 |
| *βpyr* | g/g.L | 0.038 |
| *βaa* | g/g.L | 0.000 |
| *βsa* | g/g.L | 0.001 |
| *K1* | -- | 0.500 |
| *K2* | -- | 0.170 |
| *K3* | g/g.L | 0.041 |
| *K4* | -- | 0.105 |
| *K5* | g/g.L | 0.000 |
| *K6* | -- | 0.050 |
| *K7* | g/g.L | 0.000 |

*Ks value determined experimentally

**Table S6.** Parameter of the 2-L fermentation with *P. acidipropionici* WGS7 in a Batch or Fed-Batch culture

| **System** | **µ (1/h)** | **Yps (g/g)** | **Lactate (g/L)** | **Final PA (g/L)** |
| --- | --- | --- | --- | --- |
| **Batch** | 0.27 | 0.53 | 5.98 | 58.0 |
| **Fed-Batch** | 0.26 | 0.63 | 0 | 70 |

# Supplementary material for: Linking genotype and phenotype in an economically viable propionic acid biosynthesis process
**Source:** Biotechnol Biofuels. 2018 Aug 13;11:224. doi: 10.1186/s13068-018-1222-9
**Supplement:** Supplementary file 4 — Additional file 4: Figure S2. Variants detected in the new genome P. acidipropionici WGS7 taking as a reference genome P. acidipropionici ATCC 55737.

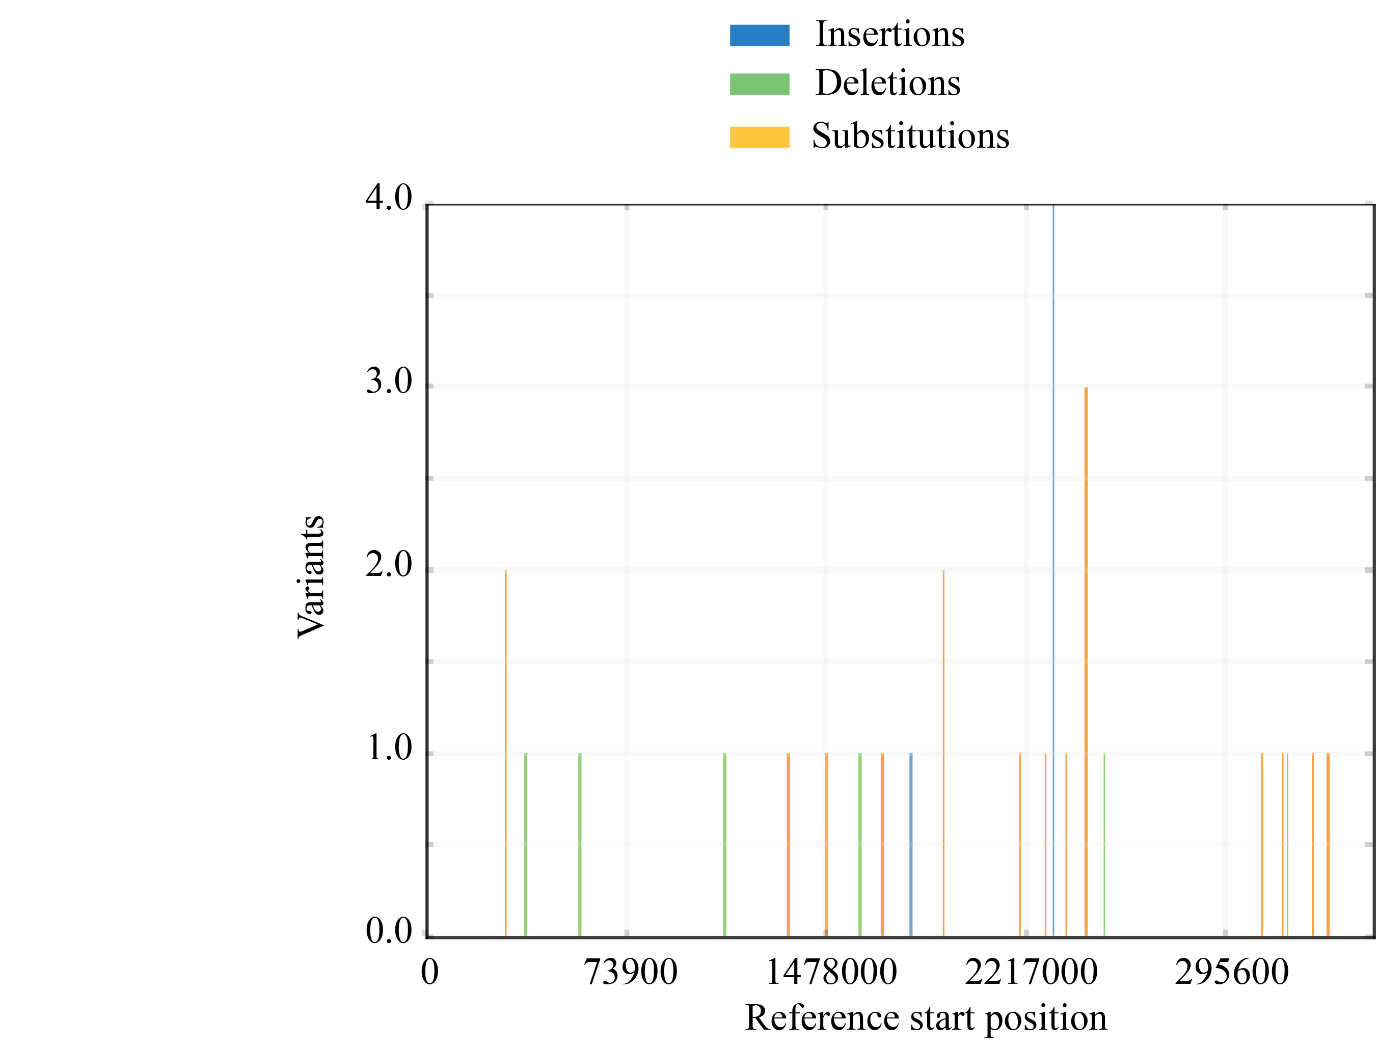

**Figure S2.** Variants detected in the new genome *P. acidipropionici* WGS7 taking as a reference genome *P. acidipropionici* ATCC 55737.

# Supplementary material for: Linking genotype and phenotype in an economically viable propionic acid biosynthesis process
**Source:** Biotechnol Biofuels. 2018 Aug 13;11:224. doi: 10.1186/s13068-018-1222-9
**Supplement:** Supplementary file 5 — Additional file 5: Table S3. Variants and copy number variation found in the new strain P. acidipropionici WGS7 using as reference strain P. acidipropionici ATCC 55737.

**Table S3.** Variants and copy number variation found the in the new strain *P. acidipropionici* WGS7 using as reference strain *P. acidipropionici* ATCC 55737.

| **Genome coordinate*** |  | **Type** | **Reference** | **Alternate** | | **Gene function** | **Remarks** | |
| --- | --- | --- | --- | --- | --- | --- | --- | --- |
| 294317 |  | SNP | CC | | TT | ATP-dependent DNA helicase SCO5184 | Missense | L965F |
| 371247 |  | INDEL | A | | delA | Hypothetical protein | Frameshift | Stop |
| 567004 |  | INDEL | G | | delG | 2-dehydropantoate 2-reductase | Frameshift | Stop |
| 1105158 |  | INDEL | C | | delC | Hypothetical protein | Frameshift | Stop |
| 1344547 |  | SNP | G | | A | Cobalt-zinc-cadmium resistance protein | Missense | V13M |
| 1487806 |  | SNP | C | | T | Cytochrome c-type biogenesis protein CcdA (DsbD analog) | Missense | R134Q |
| 1605833 |  | INDEL | G | | delG | Putative integral membrane protein | - | Intergenic |
| 1685121 |  | SNP | C | | T | Hypothetical protein | - | Intergenic |
| 1799226 |  | INDEL | - | | insG | Conserved membrane protein, putative permease | - | Intergenic |
| 1913841 |  | SNP | G | | T | Hypothetical protein | Silent | No Amino Acid change |
| 1917729** |  | SNP | G | | A | Multiple sugar ABC transporter, substrate-binding protein | - | Promoter |
| 2190342 |  | SNP | C | | T | Myo-inositol 2-dehydrogenase | Silent | No Amino Acid change |
|  | | Continued table S3 | | | | | | |
| 2293187 |  | SNP | C | | T | Amino acid ABC transporter, ATP-binding protein | Silent | No Amino Acid change |
| 2312506 |  | INDEL | - | | insCCAC | Hypothetical protein | - | Intergenic |
| 2360492 |  | SNP | C | | T | UDP-glucose 4-epimerase | Missense | H155Y |
| 2440725 |  | SNP | G | | C | Hypothetical protein | Silent | No Amino Acid change |
| 2440740 |  | SNP | G | | A | Hypothetical protein | Silent | No Amino Acid change |
| 2440971 |  | SNP | A | | C | Hypothetical protein | Silent | No Amino Acid change |
| 2505914 |  | INDEL | G | | delG | Ribose ABC transport system, ATP-binding protein RbsA | - | Intergenic |
| 3092919 |  | SNP | C | | G | Chromosome segregation ATPases | Missense | R127P |
| 3167868 |  | SNP | C | | G | Hypothetical protein | Missense | M1V |
| 3184231 |  | SNP | T | | G | Hypothetical protein | - | Intergenic |
| 3279129 |  | SNP | G | | A | Hypothetical protein | Missense | R62Q |
| 3335969*** |  | SNP | A | | G | LSU rRNA | - | - |

SNP: single nucleotide polymorphism; INDEL: insertion or deletion; del: deletion; ins: insertion; * Genome coordinate in *P. acidipropionici* ATCC 55737. ** The origin of this mutation can be either *P. acicipropionici* ATCC 4875 or *P. acicipropionici* ATCC 4965. *** The origin of this mutation can be from any of the *Propionibacterium* spp. strains used in this study. Intergenic: Mutation found between two genes. Stop: Incomplete expression. Promoter: Mutation found in the promoter of the gene.

# Supplementary material for: Linking genotype and phenotype in an economically viable propionic acid biosynthesis process
**Source:** Biotechnol Biofuels. 2018 Aug 13;11:224. doi: 10.1186/s13068-018-1222-9
**Supplement:** Supplementary file 6 — Additional file 6. Multiple genome alignments of mutations in WGS7 coming from a parental strain. Figure S4. Multiple genome alignment of the genomic regions 50 bp before and 50 bp after the mutation G1917729A was found in WGS7. ATCC55737 P. acidipropionici ATCC 55737; WGS7 P. acidipropionici WGS7; ATCC4875 P. acidipropionici ATCC 4875; ATCC4965 P. acidipropionici ATCC 4965. Position 51 indicates the mutation G1917729A in WGS7 and similarity with the other wild-type strains. This genomic region was not found in P. jensenii ATCC 9617 and P. intermedium ATCC 14072. Figure S5. Multiple genome alignment of the genomic region 50 bp before and 50 bp after the mutation A3335969G was found in WGS7. ATCC55737 P. acidipropionici ATCC 55737; WGS7 P. acidipropionici WGS7; ATCC4875 P. acidipropionici ATCC 4875; ATCC4965 P. acidipropionici ATCC 4965. P. jensenii ATCC 9617; P. intermedium ATCC 14072. Position 51 indicates the mutation A3335969G in WGS7 and similarity with the other wild-type strains.

| 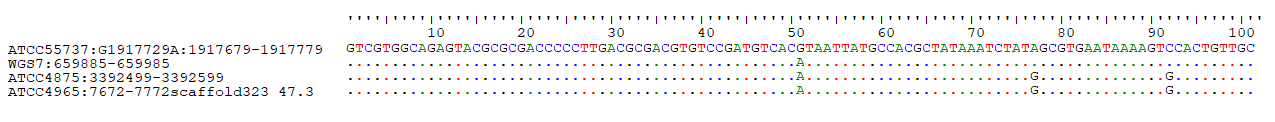 **Figure S4.** Multiple genome alignment of the genomic regions 50 bp before and 50 bp after the mutation G1917729A in WGS7. ATCC55737 *P. acidipropionici* ATCC 55737; WGS7 *P. acidipropionici* WGS7; ATCC4875 *P. acidipropionici* ATCC 4875; ATCC4965 *P. acidipropionici* ATCC 4965. Position 51 indicates the mutation G1917729A in WGS7 and similarity with the other wild-type strains. This genomic region was not found in *P. jensenii* ATCC 9617 and *P. intermedium* ATCC 14072. |
| --- |

**Figure S5.** Multiple genome alignment of the genomic region 50 bp before and 50 bp after the mutation A3335969G in WGS7. ATCC55737 *P. acidipropionici* ATCC 55737; WGS7 *P. acidipropionici* WGS7; ATCC4875 *P. acidipropionici* ATCC 4875; ATCC4965 *P. acidipropionici* ATCC 4965. *P. jensenii* ATCC 9617; *P. intermedium* ATCC 14072. Position 51 indicates the mutation A3335969G in WGS7 and similarity with the other wild-type strains.

| 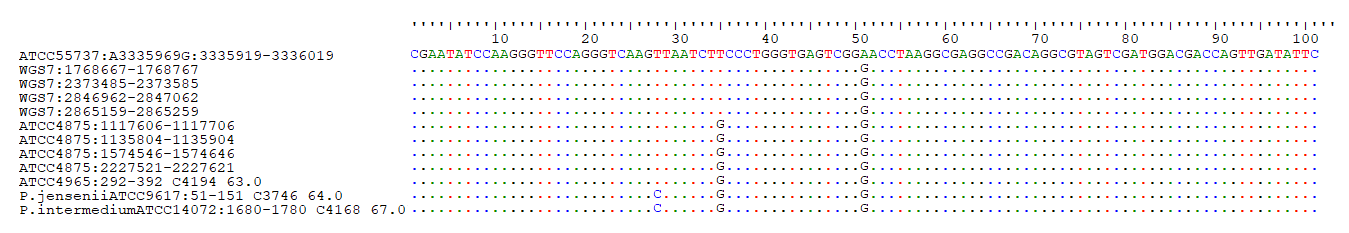 |
| --- |

# Supplementary material for: Linking genotype and phenotype in an economically viable propionic acid biosynthesis process
**Source:** Biotechnol Biofuels. 2018 Aug 13;11:224. doi: 10.1186/s13068-018-1222-9
**Supplement:** Supplementary file 7 — Additional file 7: Figure S1. Correlation of intracellular metabolites between the new strain P. acidipropionici WGS7 and the wild-type strain P. acidipropionici ATCC 55737. Table S2. P-values obtained from metabolomics comparisons.

**Figure S1.** Correlation of intracellular metabolites between the new strain *P. acidipropionici* WGS7 and the wild type strain *P. acidipropionici* ATCC 55737. Significant difference *p < 0.05* is indicated with (*). The intracellular metabolic data was obtained from two biological replicates. Legend of metabolites: Asp Aspartate , Glu Glutamate, Ser Serine, Gln Glutamine, Thr Threonine, Arg Arginine, Ala Alanine, GABA γ-aminobutyrate, Val Valine, Met Methionine, Phe Phenylalanine, Ile Isoleucine, Orn Ornithine, Leu Leucine, Lys Lysine, Pro Proline, 3PG 3-Phosphoglycerate, 6PG 6-Phosphogluconate, ACO Acetate, ACoA Acetyl-CoA, ADP Adenosine diphosphate, AMP Adenosine monophosphate, ATP Adenosine triphosphate, CIT Citrate, CMP Cytidine monophosphate, DHAP Dihydroxyacetone phosphate, F16DP Fructose 1-6-diphosphate, F6P Fructose-6-phosphate, Fum Fumarate, G6P Glucose-6-phosphate, GDP Guanosine diphosphate, GTP Guanosine triphosphate, NAD Nicotinamide adenine dinucleotide oxidized, NADH Nicotinamide adenine dinucleotide reduced, NADP Nicotinamide adenine dinucleotide phosphate oxidized, NADP Nicotinamide adenine dinucleotide phosphate reduced, OAA Oxaloacetate, PEP Phosphoenolpyruvate, R5P Ribose-5-phsophate, RL5P Ribulose-5-phosphate, UDP Uridine diphosphate, UDPG Uridine diphosphate glucose, UDPGA UDP-α-D-glucuronic acid, UDPNAG UDP-N-Acetyl glucosamine, UTP Uridine triphosphate, Lac Lactate, Suc Succinate, Mal Malate.

**Table S2**. *P-values* obtained from metabolomics comparisons

| **Metabolite** | ***p-value*** |
| --- | --- |
| Ser | 6.88E-07 |
| Lac | 1.23E-0.06 |
| Gly | 2.11E-0.06 |
| R5P | 0.0016 |
| DHAP | 0.0119 |
| Ala | 0.0464 |
| Arg | 0.0527 |
| PEP | 0.0739 |
| RL5P | 0.1303 |
| Suc | 0.1878 |
| 3PG | 0.1935 |
| F6P | 0.2014 |
| Gln | 0.2227 |
| Thr | 0.2338 |
| NADP | 0.3002 |
| NAD | 0.3081 |
| G6P | 0.3834 |
| GABA | 0.4056 |
| Pro | 0.4113 |
| CMP | 0.4197 |
| Phe | 0.4394 |
| NADH | 0.4479 |
| F16DP | 0.4621 |
| Leu | 0.4876 |
| Lys | 0.5229 |
| Ile | 0.5236 |
| Cys | 0.5510 |
| ACO | 0.5797 |
| OAA | 0.5945 |
| ADP | 0.5996 |
| AMP | 0.5999 |
| GDP | 0.6369 |
| UDPG | 0.6451 |
| Val | 0.6489 |
| 6PG | 0.6660 |
| NADPH | 0.6660 |
| Met | 0.6726 |
| ACoA | 0.6729 |
| Fum | 0.6904 |
| ATP | 0.7116 |
| UDPNAG | 0.7209 |

Continued Table S2

| CIT | 0.7270 |
| --- | --- |
| UTP | 0.7457 |
| Trp | 0.7500 |
| Orn | 0.7592 |
| Glu | 0.7686 |
| His | 0.7806 |
| UDPGA | 0.7869 |
| Asp | 0.7994 |
| GMP | 0.8207 |
| GTP | 0.9226 |
| UDP | 0.9541 |
| Glycol | 0.9698 |
| Mal | 0.9740 |

Legend of metabolites: see legend of Figure S1

# Supplementary material for: Linking genotype and phenotype in an economically viable propionic acid biosynthesis process
**Source:** Biotechnol Biofuels. 2018 Aug 13;11:224. doi: 10.1186/s13068-018-1222-9
**Supplement:** Supplementary file 8 — Additional file 8: Figure S3. Effects of exogenous addition of 50 mM of lactate (LAC), 10 mM of fumarate (FUM), 10 mM of arginine (Arg), 10 mM of lysine (Lys), 10 Mm of serine (Ser), or 10 mM of proline (Pro) in P. acidipropionici ATCC 55737 (light blue bars) and P. acidipropionici WGS7 (red bars). Fermentations were performed by duplicate serum bottle fermentations containing CDM media.

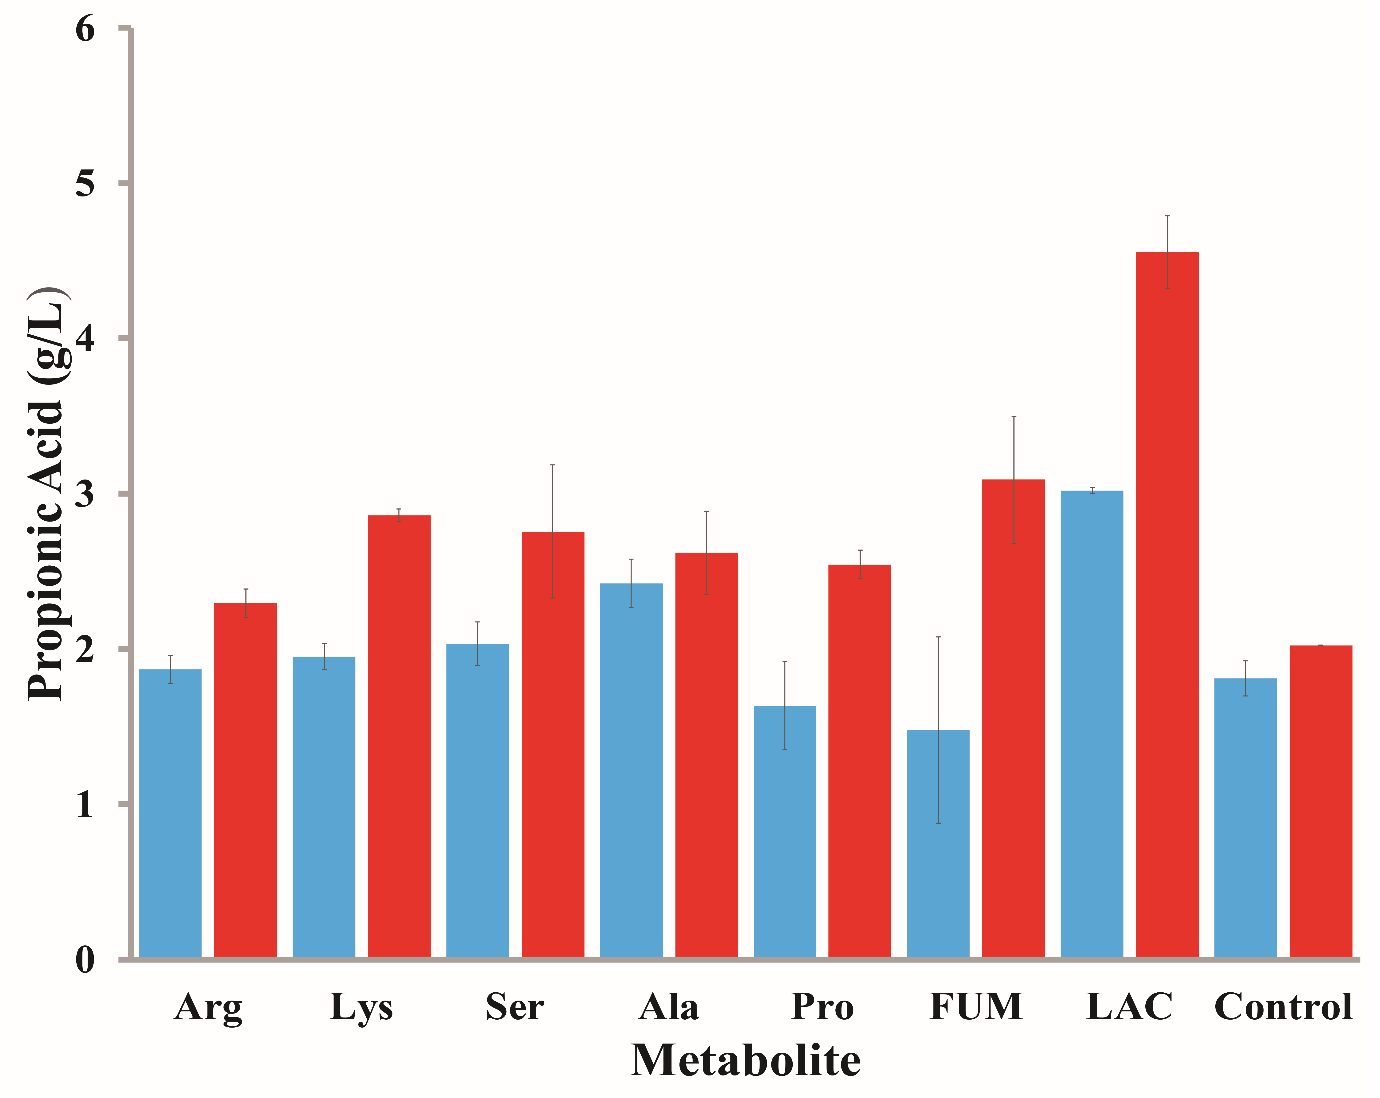

**Figure S3.** Effects of exogenous addition of 50 mM of lactate (LAC), 10 mM of fumarate (FUM), 10 mM of arginine (Arg), 10 mM of lysine (Lys), 10 Mm of serine (Ser), or 10 mM of proline (Pro) in *P. acidipropionici* ATCC 55737 (light blue bars) and *P. acidipropionici* WGS7 (red bars). Fermentations were performed by duplicate serum bottle fermentations containing CDM media. The data represent the average of two biological replicates.

# Supplementary material for: Linking genotype and phenotype in an economically viable propionic acid biosynthesis process
**Source:** Biotechnol Biofuels. 2018 Aug 13;11:224. doi: 10.1186/s13068-018-1222-9
**Supplement:** Supplementary file 9 — Additional file 9: Table S4. Legend of the main pathways associated to the PA synthesis.

Continued Table S4...

| Enzyme name | EC number | Abbreviation | gene_id |
| --- | --- | --- | --- |
| ABC transporter, sugar binding protein | - | - | XLOC_002212 |
| Sugar ABC transporter solute-binding protein | - | - | XLOC_002351 |
| Sugar ABC transporter, sugar-binding protein | - | - | XLOC_002531 |
| sugar ABC transporter ATP-binding protein | - | - | XLOC_001896 |
| sugar ABC transporter substrate-binding protein | - | - | XLOC_000337 |
| sugar ABC transporter substrate-binding protein | - | - | XLOC_001895 |
| sugar ABC transporter substrate-binding protein | - | - | XLOC_002350 |
| Multiple sugar ABC transporter, membrane-spanning permease protein MsmF | - | - | XLOC_000692 |
| Oligopeptide ABC transporter, periplasmic oligopeptide-binding protein OppA | - | - | XLOC_002339 |
| Oligopeptide ABC transporter, periplasmic oligopeptide-binding protein OppA | - | - | XLOC_002320 |
| Oligopeptide transport system permease protein OppC | - | - | XLOC_002322 |
| Amino acid ABC transporter, ATP-binding protein | - | - | XLOC_002115 |
| amino acid ABC transporter, periplasmic amino acid-binding protein, putative | - | - | XLOC_002117 |
| Amino acid ABC transporter, ATP-binding protein | - | - | XLOC_000834 |
| Uronate isomerase | (EC 5.3.1.12) | uxaC | XLOC_000922 |
| Altronate oxidoreductase | (EC 1.1.1.58) | uxaB | XLOC_000920 |
| Altronate dehydratase | (EC 4.2.1.7) | uxaA | XLOC_000921 |
| 6-phosphogluconate dehydrogenase, decarboxylating | (EC 1.1.1.44) | gnd | XLOC_002746 |
| Glucose-6-phosphate 1-dehydrogenase | (EC 1.1.1.49) | zwf | XLOC_000387 |

How the deposited data were processed for this re-analysis (not part of the article)

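RNA-seq profiles of *P. acidipropionici* ATCC55737 and WGS7 were compared, with 2 libraries per strain from cells at mid-exponential phase. The strain of each library was taken from the sample labels. The authors aligned paired-end reads with TopHat to the genome of ATCC55737, estimated expression with Cufflinks and tested the strains against each other with Cuffdiff. The versions of these tools and the library scaling option are not given in the sources used here. The table deposited by the authors holds FPKM values, 1 per locus and strain over both libraries, for 2703 loci on a single contig. In each FPKM column 182 cells hold a spreadsheet error in place of a number, 3 of them in tested loci. They were read as missing and never as 0. The authors' deposited table also gives a log2 fold change, a Cuffdiff test statistic, which is a score with no fixed range, a p-value and a q-value for each locus. All of these values are the authors'. The table holds no values per library and no read counts, so the depth of the libraries is unknown and no count model, no fit with the replicate number and no analysis without a library could be made. Of the 2703 loci 2405 were tested and 298 were not.

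From the deposited FPKM values the log2 fold change of WGS7 over ATCC55737 was recomputed without a pseudocount, and it was within 0.0001 of the deposited value for all but 1 tested locus with both values above 0. The implied standard error is the deposited log2 fold change divided by the deposited test statistic. Trends and lists used 2396 tested loci, and 9 tested loci without 2 FPKM values above 0 were left out. A locus was called at a deposited q under 0.05 with at least a 2-fold deposited change, as in the methods. The deposited p-values come in steps of 5e-05, the smallest one, at which 6 loci stand, and 1 tested locus (XLOC_000834) has a p-value off these steps. The deposited q-values correspond to 2493 tests, at which 77.3% of the ranks are whole within 0.01, against 9.06% for the next best number. This is 88 more than the tested loci analysed here, and 81 of the further ranks stand at the smallest p. The called count therefore rests on the deposited q-values, and the count from an adjustment over the 2405 loci is given with the alternatives.

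Before the data were examined, 30 gene lists were made from product names and 11 were grouped from the loci of Additional file 9 (Table S4), which names no pathways, with all of its loci except XLOC_002280. The first rows of Additional file 2, sorted by p, and Fig. 4 had been seen when the plan was written. The 30 lists are therefore not fully independent of these data either. Each list's median was ranked among 10000 random lists matched on 10 groups of mean FPKM, and called members were compared with the other tested loci by a two-sided Fisher's exact test. Both were adjusted over the lists by Benjamini-Hochberg, and 12 of the 41 lists had an adjusted tail share under 0.05 and 8 an adjusted Fisher p under 0.05. This share describes these profiles and is not a test across replicates. Genes are not independent replicates in the correlations across loci. The tail shares and Fisher's exact test count neighbouring loci as separate, although such loci were often called together. Trends were fitted by loess with a span of 0.3. The loci named in the text were chosen before the data were examined by a rule, although part of the authors' table in Additional file 2 and Fig. 4 had been seen by then. The rule takes loci that the paper names on transcription or lists in Table S4, the 10 largest rises and falls among called loci, loci overlapping or nearest to a variant of Table S3, up to 2 members of each list with the largest rise and fall, and the 10 loci of highest FPKM in each strain. The other loci named were chosen after their values were seen. The 24 variants were placed by the coordinates of Table S3, and 12 of 13 genes named there matched a product name within 2000 bp. Most loci have lengths that are multiples of 3 (2125 of 2703), so length is a coding length. Of the 2703 loci 204 share their interval with another locus, and none of these was called. Where loci hold several genes or share an interval, the authors' counting could split reads between them. No genome sequence was used here.

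The steps were tested on simulated data for WGS7 against ATCC55737 over 2396 loci with 200 loci changed. Simulated loci were called by an adjusted normal p from the change over its implied standard error, not by the deposited Cuffdiff q. A planted log2 change of 2 was called in 70% of loci and one of 3 in 87%, with 5 unchanged loci called. With such a p and the 2-fold cut-off, 0 of the real loci were called. The planted changes also exceed the called rises, from 1.13 to 1.80. These shares therefore give no power or false-call rate for the 77 called loci. Of 100 unshifted lists 5 had a tail share under 0.05, as did 99 of 100 lists shifted by 0.6. The simulated lists held loci drawn at random with independent error, whereas neighbouring real loci were often called together. The simulated lists therefore give no error rate for the real ones. Alternatives covered the thresholds, the adjustment, the p-value, filters on FPKM and length, pseudocounts, scaling, and trends with length and expression level. Python 3.11.15 was used with numpy 2.4.6, scipy 1.17.1, pandas 2.3.3, statsmodels 0.14.6 and matplotlib 3.10.9.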

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

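The count without the called phage loci was chosen after the result was seen. The groups here are gene lists made from product names whose median log2 fold change stood apart from random lists matched on mean FPKM, in groups whose transcription the paper's text does not discuss. Part of the authors' results, sorted by p, had been seen when these lists were planned, so they are not fully independent of the data. Table S3 has a silent variant in a myo-inositol 2-dehydrogenase (XLOC_002243), which was not tested.

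Rhamnose breakdown loci had a median log2 fold change of 1.01 over 7 loci, with 1 higher and none lower (4 higher when adjusted over the list alone; adjusted tail share 0.0342). Rhamnulose-1-phosphate aldolase (XLOC_002493) had 1.14 (implied standard error 0.55) and rhamnulokinase (XLOC_002494) had 0.99 (implied standard error 0.56), and neither was called. Inositol breakdown and transport loci had a median of 0.90 over 20 loci, with 2 higher and none lower (8 higher when adjusted over the list alone; adjusted tail share 0.00656). Glycoside hydrolases, which release sugars from larger carbohydrates, had a median of 0.74 over 27 loci, with 2 higher and none lower (5 higher when adjusted over the list alone; adjusted tail share 0.0213). The higher ones were alpha-galactosidase (XLOC_001082) with 1.29 (implied standard error 0.54) and beta-galactosidase (XLOC_002348) with 1.19 (implied standard error 0.54). Mobile elements had a median of 0.80 over 20 loci, with 1 higher and 1 lower, also when adjusted over the list alone (adjusted tail share 0.0239). By Fisher's exact test the calls of these lists were no more frequent than among the other tested loci at an adjusted p under 0.05, with p = 0.486 for rhamnose, 0.363 for inositol, 0.486 for glycoside hydrolases and 0.363 for mobile elements. Rhamnose breakdown at 0.77 (adjusted tail share 0.0858) and glycoside hydrolases at 0.54 (0.0536) no longer stood apart minus the trend with locus length, nor did mobile elements (0.0622) for loci of at least 300 bp.

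Phage loci had a median log2 fold change of 1.21 over 16 loci, with 5 higher and none lower (9 higher when adjusted over the list alone; adjusted p = 0.000669 from a two-sided Fisher's exact test). That test counts the 5 calls as separate, although they lie in 2 regions, so its p-value may be too small. A general rise of loci of low expression is argued against, since the median lay at percentile 100 of random lists of the same mean FPKM. A higher copy number of whole phage regions in WGS7 is a candidate explanation, since 92.3% of the tested loci inside the regions of called phage loci, 12 of 13, lay above the trend with expression level. The regions were set by those called loci, and without them 7 of 8 lay above the trend. In the region from 694997 to 710846 only 8 of 10 tested loci lay above 0, and the lowest had a log2 fold change of -1.50. In the other region 3 of 3 lay above 0. Higher transcription would also place loci above the trend, so these shares cannot tell it from a higher copy number. Table S3, whose title includes copy number variation, lists only SNPs and INDELs and gives no copy gain at these regions. Higher transcription without a change in copy number, a difference between the strains, and reads shared between similar phage genes stay open as untested.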

How the results depend on the processing

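No paired analysis was possible because the table gives 1 value per strain and no values per replicate, so neither a block on the replicate number nor a fit without each replicate was run. The count of 77 called loci (64 higher, 13 lower) was unchanged without the 2-fold rule and after subtracting the median of all loci. It was 10 (6 higher, 4 lower) at q under 0.01, and 6 (4 higher, 2 lower) with Benjamini-Hochberg recomputed over the tested loci. With the adjustment recomputed and a filter as well, it was 6 (4 and 2) with at least 10 FPKM in a strain, 5 (4 and 1) for loci of at least 300 bp and 4 (4 and 0) for loci of at least 500 bp. With the deposited q kept, the same filters left 77 (64 and 13), 72 (64 and 8) and 65 (59 and 6), so the fall to 6 or fewer comes with the recomputed adjustment. All of these lay among the 77. The recomputed adjustment is over 2405 tests in place of the 2493 behind the deposited q-values, and the 6 loci are those at the smallest deposited p. Of the 88 further tests, inferred from the deposited q-values, 81 stand at that p, without a row among the loci analysed here. Their absence lowers the count. With a normal p-value from the Cuffdiff statistic, adjusted over the loci, it was 0 (0 higher, 0 lower; 149 at an unadjusted p under 0.05, including each of the 77), and 0 with such a p-value minus the length trend (0 and 0; 101 at an unadjusted p under 0.05). The test statistics of the called loci have sizes from 2.09 to 3.72. Of the other alternatives chosen after seeing the data, as were the filters with the deposited q, a 2-fold rule on recomputed log2 gave 76 (63 and 13), and subtracting the trend with expression level gave 21 (11 higher and 10 lower, 52.4% higher against 83.1%).

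Of 205 list medians recomputed, 198 kept their side of the threshold. The sign of the median changed in 6, none of them past it in the main setting or in the one that changed the sign: phosphotransferase system 0.0165 for loci of at least 300 bp, DNA repair 0.0135 without loci that share their interval, and, minus the length trend, translation factors -0.18, cobalamin -0.19, chaperones -0.0780 and the study's pyruvate to acetate list -0.0426. Minus the length trend, oligopeptide transporters were 0.44 (adjusted tail share 0.0363), still past it, rhamnose breakdown was 0.77 (adjusted tail share 0.0858), glycoside hydrolases 0.54 (0.0536) and the study's glucuronate list 1.14 (0.0580), no longer past it, and ATP synthase -1.07 (0.0364), now past it. With random lists matched on FPKM and length, ATP synthase at -0.81 (0.0328) and DNA repair at -0.0187 (0.0268) passed, while ATP synthase for loci of at least 300 bp was -0.53 (0.395). Mobile elements at 0.80 (0.0622) did not pass for loci of at least 300 bp. The longest minus the shortest length bin was 0.0147 with 16 bins, against 0.106 with 8 (bootstrap SD 0.0889). Within 500 bp, 2 variants had a called locus, and 42 neighbouring calls were found at q under 0.1 (mean of random placements 9.44). The cause of these changes was not tested. None of 1374 recomputed log2 values of named loci reversed the direction of a called locus, and 56 moved by more than their implied standard error, 55 of them minus the trend with expression level. Rescaling FPKM to the same sum per strain added 0.20 to each value. Depth is unknown, so no limit from it can be given.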

Differences from the paper's values

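For the sugar ABC transporter next to the variant G1917729A the paper's log2 fold change is 2.2. The locus next to the variant, XLOC_000691, had 0.58 (implied standard error 0.64) and was not called. It stayed apart from the paper's value under every alternative set before the data were examined, with 0.58 and 0.57 with pseudocounts of 1 and 10, 0.45 minus the median of all loci, 0.78 after rescaling to the same sum and 0.35 minus the length trend. The permease of the same transporter, XLOC_000692, had 1.60 (implied standard error 0.67), which is also not the paper's 2.2. Both values rest on the same libraries, so the implied standard error does not account for the gap. XLOC_000692 had 1.60 and 1.59 with pseudocounts, 1.80 after rescaling, 1.48 minus the median and 1.34 minus the length trend. Minus the trend with expression level it had 2.02, and XLOC_000691 had 0.81. That setting was chosen after the values were seen and drops 56 of the 77 called loci. The difference from the paper's value stays unexplained.

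The paper reports changes in 3 ABC amino acid transporters without naming loci, and Table S4 lists the amino acid-binding protein XLOC_002117 among such loci. At the paper's thresholds it was not called, with 1.16 and q = 0.0508 in the authors' deposited table, while it was called when adjusted over the study's list alone. The other 2 amino acid loci of that list were called.

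The paper counts 2406 transcribed genes and 76 changed genes, 63 of them upregulated, against 2405 tested loci, 77 called loci and 64 higher here, and 13 lower in both. A 2-fold rule on log2 recomputed from the FPKM values, chosen after the values were seen, gives 76 and 63. It drops 1 of the paper's own called items, the amino acid transporter locus XLOC_000834.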

Other observations

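The tests of an even background of reads, of a low estimate for short loci and of the length of the falls among matched sets were chosen after the result was seen.

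Of 46 ribosomal protein loci 2 were lower and none was higher, also when adjusted over the list alone, with a median log2 fold change of -0.37 (adjusted tail share 0.373). Of 27 loci of translation factors and aminoacyl-tRNA synthetases none was called, also when adjusted over the list alone, and 16 lay above 0 and 11 below, with a median of 0.06, and of -0.18 minus the length trend (adjusted tail shares 0.974 and 0.591). Of 4 ATP synthase loci none was called, and 2 were lower when adjusted over the list alone, with a median of -0.81 (adjusted tail share 0.0738), which was -0.53 (0.395) for loci of at least 300 bp and -1.07 (0.0364) minus the length trend. Subunit c (XLOC_000154) had -1.30 (implied standard error 0.67) and subunit b (XLOC_000155) had -1.10 (implied standard error 0.57). None of the 10 loci of highest mean FPKM was called, among them methylmalonyl-CoA epimerase (XLOC_001502), an enzyme of the route to propionate, with -0.72 (implied standard error 1.38).

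Loci of low expression tended to rise and loci of high expression to fall, with a Spearman correlation of log2 fold change and mean FPKM of -0.52 across 2396 loci (permutation p = 0.0002, the smallest the permutations can give). Locus length is argued against as its cause, since the correlation was still -0.457 among 1223 loci of at least 1000 bp. A large even background of reads in WGS7 was set at 169 FPKM, the median difference between the strains among the called rises. It is argued against too, since 8.26% of the 1223 loci, 101 in all, had a WGS7 FPKM below it. Called rises were selected for large changes, so this speaks only against a background of that size. A smaller background could not be excluded, since adding the 1st percentile of WGS7 FPKM to each ATCC55737 value gave a median of 0.776 in the eighth of lowest FPKM, above the observed 0.536, while adding the difference of the strains' percentiles gave 0.271. A strain difference was not tested as its cause and stays open.

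Of 13 called falls 7 were in loci of at most 420 bp, against 2 of 64 rises, where 420 bp is the length of the longest of these short falls. An estimate too low for all short loci in WGS7 is argued against, since the median log2 fold change of short loci lay only -0.145 from that of longer ones, and so is the trend with expression level, since all 13 falls had a median length of 420 bp against 927 bp in random sets matched on mean FPKM, at percentile 0.930 of these (two-sided tail share 0.0188). A larger error of short loci was not tested and stays open, with a median implied standard error of 0.654 in short loci and 0.566 in longer ones. No biological explanation was tested, and a strain difference stays open.

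Among 13 loci from 6197 to 54126, at the start of the contig and chosen after their values were seen, 9 had an FPKM above 0 in ATCC55737 in the authors' deposited table, from 2.25 to 27.4, and 7 of these are listed at 0 in WGS7. The others were the repair protein UmuD (XLOC_001396), with 27.4 FPKM in ATCC55737 and 0.361 FPKM in WGS7, and a mobile element protein (XLOC_001407), with 3.65 FPKM and 2.20 FPKM in the authors' deposited table. Of the 13 loci 4 were tested and none was called, with q = 0.549 for UmuD (implied standard error 2.81). In the numbering of the loci 83 numbers have no row, and 40 of these are close to the numbers of the 13 loci. The 13 may therefore not be all loci of this stretch. The deposited q-values fit 88 further tests without a row, 81 of them at the smallest p. Whether loci of this stretch are among them was not tested. Elsewhere 13 loci, tested or not, were above 0 and below 27.4 FPKM in ATCC55737, and 5 of these are listed at 0 in WGS7.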
